# Dissecting Oct3/4-Regulated Gene Networks in Embryonic Stem Cells by Expression Profiling

**DOI:** 10.1371/journal.pone.0000026

**Published:** 2006-12-20

**Authors:** Ryo Matoba, Hitoshi Niwa, Shinji Masui, Satoshi Ohtsuka, Mark G. Carter, Alexei A. Sharov, Minoru S.H. Ko

## Abstract

POU transcription factor Pou5f1 (Oct3/4) is required to maintain ES cells in an undifferentiated state. Here we show that global expression profiling of Oct3/4-manipulated ES cells delineates the downstream target genes of Oct3/4. Combined with data from genome-wide chromatin-immunoprecipitation (ChIP) assays, this analysis identifies not only primary downstream targets of Oct3/4, but also secondary or tertiary targets. Furthermore, the analysis also reveals that downstream target genes are regulated either positively or negatively by Oct3/4. Identification of a group of genes that show both activation and repression depending on Oct3/4 expression levels provides a possible mechanism for the requirement of appropriate Oct3/4 expression to maintain undifferentiated ES cells. As a proof-of-principle study, one of the downstream genes, *Tcl1*, has been analyzed in detail. We show that Oct3/4 binds to the promoter region of *Tcl1* and activates its transcription. We also show that Tcl1 is involved in the regulation of proliferation, but not differentiation, in ES cells. These findings suggest that the global expression profiling of gene-manipulated ES cells can help to delineate the structure and dynamics of gene regulatory networks.

## Introduction

Mouse embryonic stem (ES) cells, derived from the inner cell mass (ICM) of blastocysts [1], [2], can be maintained indefinitely *in vitro* [3] in an undifferentiated self-renewing state in the presence of Leukemia Inhibitory Factor (LIF) [4], [5] and Bone Morphogenetic Proteins (BMPs) [6]. The cells in culture can also retain their ability to differentiate into all three germ layers both *in vitro* and *in vivo*, and are thus as highly pluripotent as their *in vivo* counterparts, ICM cells. The mechanisms underlying these phenomena have been extensively studied [7]–[11], but it is likely that many of the genes and regulatory mechanisms involved have yet to be identified.

Two transcription factors, *Oct3/4* (*Pou5f1*: POU domain class 5 transcription factor 1, also known as *Oct3* and *Oct4*) [12]–[14], and *Nanog* (variant homeobox protein) [15], [16] are known to play important roles in mouse ES cells. The expression of Oct3/4 is restricted to pluripotent embryonic and germline cells [17]. In blastocysts, Oct3/4 protein is more abundant in the ICM than in trophectoderm cells, but in late blastocysts Oct3/4 protein is even more abundant in primitive endoderm than in the ICM [18]. *In vitro*, the reduction of Oct3/4 expression fosters differentiation of ES cells into trophectoderm, i.e., placental lineage, whereas the overexpression of Oct3/4 promotes differentiation into primitive endoderm and mesoderm [19]. However, Oct3/4 cannot maintain the undifferentiated state of ES cells without LIF. Therefore, Oct3/4 is required but not sufficient for the maintenance of undifferentiated ES cells [19], [20]. In contrast, the recently identified Nanog gene can bypass LIF-pathways and maintain ES cells undifferentiated in the culture media without LIF. However, Oct3/4 is demonstrably required for Nanog function, because forced repression of Oct3/4 will allow ES cells to differentiate independent of Nanog levels [8].

A first step to understand the function of *Oct3/4* is to identify downstream target genes. *Fgf4, Utf1, Spp1/Opn, Fbxo15/Fbx15, Sox2, Pdgfa/PDGFα, Cga/α,βhCG, Ifngr1/τINF*, and *Zfp42/Rex1* have been identified [9], [21]–[27]; and screening by cDNA subtraction methods have also identified *Otx2, Lefty1*, and *Upp1/Upp* as potential downstream target genes [28]. Recently *Dppa5/Esg1* [29], [30] and *Nanog* [31], [32] have been added to the candidate gene list. Some of these target genes are expressed specifically in ES cells as well as in the ICM of blastocysts. However, their functions are largely unknown, and Oct3/4 has not yet been linked to or associated with critical physiological pathways.

Recently, genome-wide surveys of Oct3/4-binding sites have been performed on human ES cells by chromatin-immunoprecipitation (ChIP)-on-chip assays [33] and on mouse ES cells by ChIP-PET assays [34]. In human ES cells 581 genes have been identified as Oct3/4-target genes, whereas 963 genes have been identified in mouse ES cells. These studies have provided a list of genes that are primary downstream targets of Oct3/4, and demonstrated physical associations between transcription factor proteins and promoter sequences *in vitro*. On the other hand, ChIP-on-chip or ChIP-PET assays do not provide information about whether these primary target genes are activated or repressed by Oct3/4 binding. In addition, secondary downstream target genes, which are regulated by the primary target genes, cannot be identified by such studies.

We have manipulated Oct3/4 levels in ES cells and carried out expression profiling by microarray analysis to identify new candidate genes as downstream targets of Oct3/4. We then followed up one of them, Tcl1, as a pilot for systematic analyses, and confirmed that it is indeed transcriptionally regulated by Oct3/4 and involved in the control of ES cell proliferation.

## Results

### Global gene expression changes in Oct3/4-manipulated ES cells

To study overexpression of Oct3/4, we used ZHTc6 ES cells, i.e., *Pou5f1* ^+/−^ ES cells transfected with a Tetracycline (Tet)-regulated *Pou5f1* transgene [19]. In this *in vitro* system, withdrawal of Tet overexpresses Oct3/4 and differentiates ES cells into cells similar to primitive endoderm and mesoderm. For Oct3/4 repression studies, we used ZHBTc4 ES cells, which were made by disrupting the remaining *Pou5f1* allele of ZHTc6 ES cells [19]. Although both *Pou5f1* alleles were disrupted, the ZHBTc4 cells can be maintained as undifferentiated by the continuous induction of an *Oct3/4* transgene in the absence of Tet. Addition of Tet to the culture media represses Oct3/4 and provokes differentiation of the ES cells into cells similar to trophectoderm [19].

We carried out expression profiling of the ES cells in triplicate at five time points (every 24 hrs: day 1, 2, 3, 4, and 5) after withdrawal of Tet in ZHTc6 ES cells (for overexpression of Oct3/4) or after addition of Tet in ZHBTc4 ES cells (for repression of Oct3/4) using a 22K 60-mer oligonucleotide microarray [35] (Figure 1A). 

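The expression profiling comprised 60 dual-colour arrays, 6 for each line and time point. In ZHTc6 cells Tet holds an *Oct3/4* transgene silent, so that its withdrawal turns the transgene on, whereas in ZHBTc4 cells the only working *Oct3/4* copy is a transgene that Tet shuts off. On each array the RNA of a time point was hybridised against the 0 h RNA of the same line, and each of the 3 samples was run as a dye-swapped pair. The values are log10 ratios of Cy5 over Cy3, which the authors made with Feature Extraction and which are bounded at -2 and 2. They were turned into the log2 ratio of the time point over 0 h and averaged over each dye-swapped pair, which left 3 values per line and time point. The Methods describe these samples as prepared independently, and the labels give time points of the same number the same 0 h RNA. The 3 values were tested against 0 with limma, both lines in one fit, with Benjamini-Hochberg adjustment over 22148 oligos, or over 20607 genes and unnamed oligos where a gene is named. For a response over the 5 days, the time points were first averaged within each sample. The values of genes are log2 ratios, with the SD of the 3 replicates after the sign ±, and a gene is given as risen or fallen only where it passed the test. The correlation of the members of a dye-swapped pair, across oligos, ranged from 0.0535 (ZHBTc4, replicate 1 at 24 h) to 0.835 (ZHBTc4, replicate 3 at 120 h). A pair of ZHTc6 arrays carries the label of sample 2 at 120 h beside that of sample 1 at 0 h, and was taken as replicate 1. Without the signal intensities no filter on weak signal was applied, and the number of arrays limits the precision. Of 22575 rows on the arrays 6739 could be named, giving 5198 genes. An oligo that the annotation assigns to several genes was named only where the tables of the paper list it, so that genes the paper reports are named more often than others, and 3088 genes are named when only the annotation is used.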

As expected, in ZHTc6 cells the *Oct3/4* expression level was induced by 1.2-fold at day 2 and 2-fold at day 3 after withdrawal of Tet. 

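*Pou5f1*, the gene of Oct3/4, stood at 0.12 ± 0.449 in ZHTc6 cells at day 1 (adjusted p = 0.58) and at 0.17 ± 0.236 at day 2 (adjusted p = 0.354), which are 1.09-fold and 1.12-fold of the level at 0 h. At day 3 it was 1.9-fold of that level, with a log2 ratio of 0.93 ± 0.876 (adjusted p = 0.0912), and replicate 3 stood at -0.0699. The values at days 4 and 5 were 0.37 ± 0.593 (adjusted p = 0.247) and 0.69 ± 0.0825 (adjusted p = 0.0154), the latter the lone time point past the threshold. Averaged over the 5 days *Pou5f1* rose by 0.46 (standard error 0.0947, adjusted p = 0.00713). The call at day 5 was lost without any 1 of the ZHTc6 replicates (log2 of 0.72, 0.71 and 0.64 without replicates 1, 2 and 3), with the 120 h pair taken as labelled, which leaves 2 samples (adjusted p = 0.0647), and with a replicate block (adjusted p = 0.0687), and it held in 9 of 16 alternatives. The block goes with a fit of all time points of a line together, and without the block that fit lost day 5 too (adjusted p = 0.0664). Day 3 passed in that fit with the block (adjusted p = 0.0234) and without it (adjusted p = 0.0224), and it passed without replicate 3 (1.43).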

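In ZHBTc4 cells *Pou5f1* was 4.35-fold lower than at 0 h at day 1, 4.49-fold lower at day 2 and 5.47-fold lower at day 3. At days 4 and 5 it was 6.7-fold and 5.86-fold lower. The log2 ratio at day 1 was -2.12 ± 0.216 (adjusted p = 1.4e-04), and the mean over the 5 days was -2.41 ± 0.223 (standard error 0.0947, adjusted p = 1.2e-06). All 3 replicates were lower at each time point, and differences between time points were not tested.

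**Figure D1:**
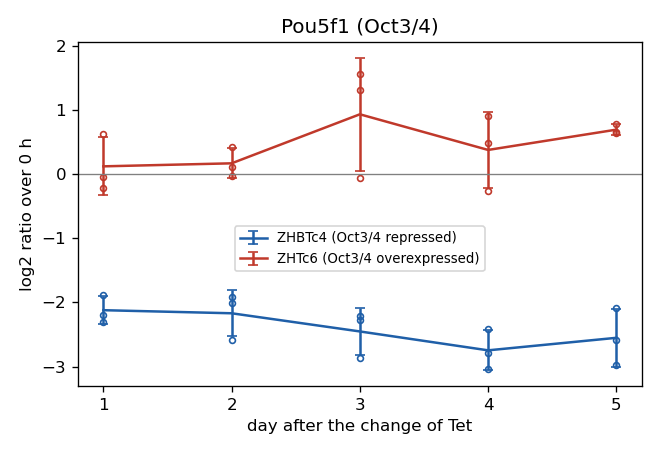
Log2 ratio of *Pou5f1* over 0 h against the day after the change of Tet in ZHTc6 and ZHBTc4 cells. Circles are the 3 replicates, lines their means and bars their SD, and the lines part by day 1, with ZHBTc4 cells at -2.12 and ZHTc6 cells at 0.12.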

In ZHBTc4 cells, the *Oct3/4* expression level immediately fell 5-fold and was maintained from day 1 after adding Tet. These results were consistent with a previous report [19] and were further confirmed by real time Q-PCR (data not shown).

**Figure 1:**
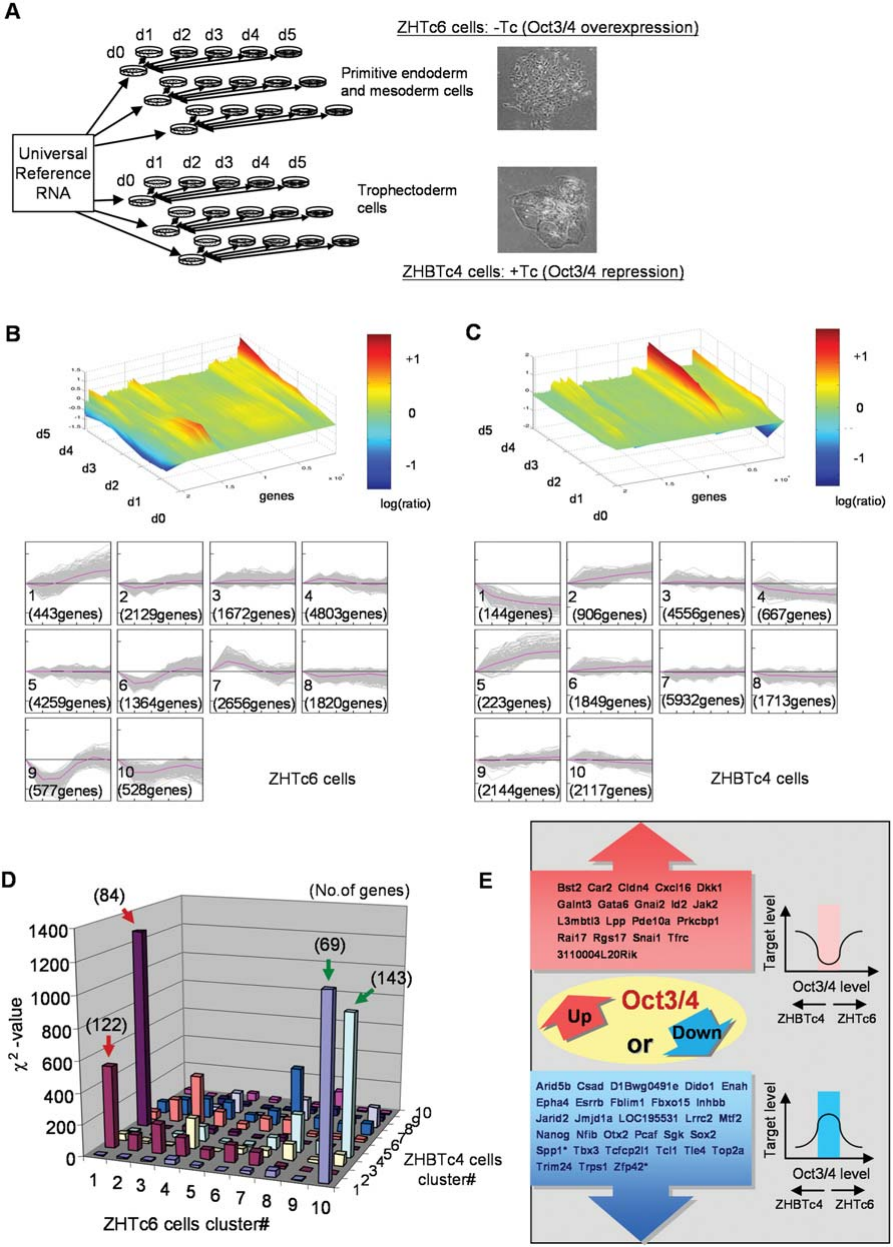
Global gene expression analysis of *Oct3/4* manipulated ES cells. (A) Experimental design of microarray analysis. Oct3/4-overexpressing ES cells differentiate to primitive endoderm and mesoderm, whereas Oct3/4-repressed ES cells differentiate towards Trophectoderm. (B)(C) K-means clusters of gene expression levels analyzed by TIGR MEV tool (http://www.tigr.org) and their landscape representations by MATLAB. (D) Comparison of genes grouped in each cluster of ZHTc6 cells and ZHBTc4 cells. The arrows (red and green) show highly correlated clusters between two cell lines (see Materials and Methods). (E) Diagram summarizing the unique mode of gene expression regulation by Oct3/4. Representative Genes identified as the direct downstream targets of Oct3/4 by the ChIP-on-chip assay [33] or ChIP-PET assay [34] are shown. Spp1 and Zfp42 (marked with asterisk) were not detected as a direct downstream target by either ChIP-on-chip or ChIP-PET assays, but have already been shown as such by more direct experimental methods (see the text).

As a first step toward assessing global trends, we identified changes in expression levels of individual genes by examining 20,251 genes that showed consistently-replicated expression levels (Supplemental Table S1). The expression patterns of these genes in ZHTc6 cells and ZHBTc4 cells were analyzed separately using a k-means clustering algorithm and grouped into ten clusters (Figure 1B, C). Upper panels show the expression changes of individual genes in a 3D landscape map, whereas lower panels show the pattern of averaged gene expression changes and the number of genes grouped into each cluster. 

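*Sox2*, which encodes a partner of Oct3/4 in pluripotent cells, fell further in ZHBTc4 than in ZHTc6 cells, with a difference in the 5-day log2 ratio of 2.96 (standard error 0.0995, adjusted p = 3.8e-06). The ratio of the mesoderm gene *T*, named here after Figure 2C, was 1.86 higher in ZHTc6 cells (standard error 0.0801, adjusted p = 7.6e-06). *Krt8*, a keratin of simple epithelia, differed by -2.07 (standard error 0.0693), and *Nrk*, a kinase gene of the placenta, differed by -4.49 (standard error 0.0947). Of 29 pluripotency genes 24 had a higher ratio over 0 h in ZHTc6 than in ZHBTc4 cells (median difference 0.955). So had 18 of 21 genes of the amino acid stress response (median difference 1.28) and 6 of 7 genes of LIF and Stat3 signalling. In level, 13 of 21 amino acid stress genes were lower in ZHTc6 cells at 0 h (median -0.881). Among 24 trophoblast genes 19 had a lower ratio over 0 h in ZHTc6 cells (median difference -1.97), and so had 13 of 15 genes of epithelial junctions. Of all oligos 9287 differed in this ratio between the lines over the 5 days, 4883 higher and 4404 lower in ZHTc6 cells, by limma's test of the difference itself. The larger direction turned in 7 of 13 alternatives, among them centred arrays (4225 higher and 4648 lower), scaled arrays (3183 and 3648) and any 1 of the ZHTc6 replicates left out. The log2 ratios of both lines correlated across oligos with r = 0.137 at 24 h, 0.121 at 48 h, 0.414 at 72 h, 0.431 at 96 h and 0.486 at 120 h, where oligos are not independent replicates. The lines share no 0 h RNA, so that a difference at the start and a difference in response both enter these numbers. The lists were fixed from textbook knowledge, the amino acid stress list after Figure 2D had been read, and they hold only genes that could be named, which favours genes in the tables of the paper.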

There were marked differences in the expressions of many genes between ZHTc6 cells and ZHBTc4 cells. 

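*Smc3*, a subunit of cohesin, fell in ZHTc6 cells to -3.33 ± 0.526 at 24 h and -1.29 ± 0.05 at 72 h, and stood at -0.08 at 96 h (adjusted p = 0.382). The proliferation marker *Mki67* fell to -2.99 ± 0.286 at 24 h and -1.21 at 72 h, and *Hells*, a chromatin remodeller, fell to -2.11 at 24 h and stood at -0.00287 at 96 h (adjusted p = 0.982). In ZHBTc4 cells *Tdgf1*, a Nodal co-receptor, stood at -2.18 ± 0.109 at 24 h and -4.33 ± 0.209 at 120 h. Of the 22148 oligos, 12416 changed in ZHTc6 cells at 24 h (6724 higher and 5692 lower, but 5865 and 6311 with centred arrays), 13414 at 48 h, 4476 at 72 h, 7861 at 96 h and 6572 at 120 h. In ZHBTc4 cells the counts were 3382 at 24 h (1571 higher and 1811 lower, but 2955 and 2903 with scaled arrays), 5966 at 48 h, 9019 at 72 h, 10430 at 96 h and 10315 at 120 h. Oligos chosen as higher at 24 h, which raises the median of that time point, had in ZHTc6 cells a median log2 ratio of 0.688 then, 0.488 at 48 h, 0.0267 at 72 h, -0.137 at 96 h and -0.0172 at 120 h, and those lower had medians of -0.874, -0.771, -0.161, 0.162 and -0.0312. In ZHBTc4 cells the oligos higher at 24 h had medians of 0.689 at 24 h and 0.564 at 120 h, and those lower -0.745 and -0.743. The count of ZHBTc4 cells at 24 h was 2025, 1902 and 2131 without ZHBTc4 replicates 1, 2 and 3 and 5858 with scaled arrays. It was 6237 with all time points in one fit and a replicate block, and nearly as large in that fit without the block. The count at 48 h was 3815 and 3858 without replicates 2 and 3. In ZHTc6 cells the count at 72 h was 1653, 1912 and 2086 without replicates 1, 2 and 3 and 6941 with scaled arrays, that at 96 h was 4037, 4389 and 4056 without them, and that at 120 h was 3869 and 3830 without replicates 1 and 3.

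**Figure D2:**
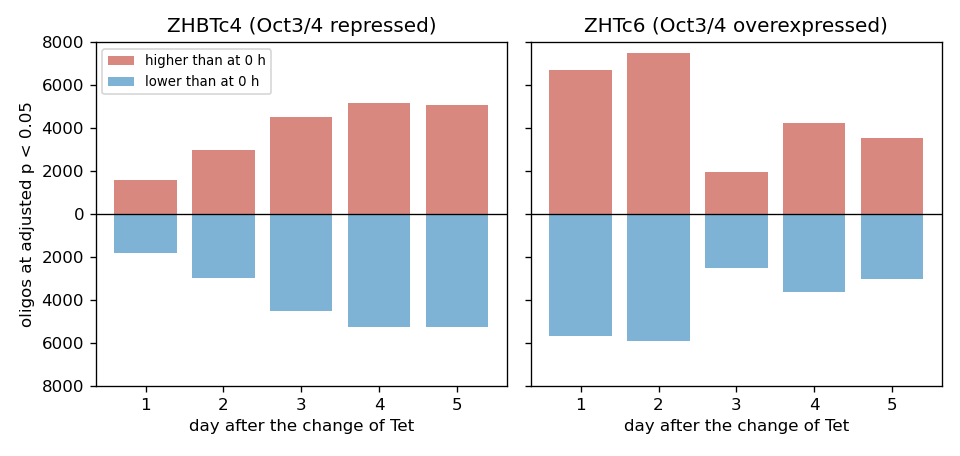
Number of oligos past an adjusted p of 0.05 at each time point in ZHTc6 and ZHBTc4 cells, those higher than at 0 h above the axis and those lower below it. The count of ZHTc6 cells drops from 13414 to 4476 between 48 and 72 h, and that of ZHBTc4 cells rises to 10430 at 96 h.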

In ZHBTc4 cells, genes showed relatively consistent trends over 5 days, whereas in ZHTc6 cells, larger numbers of genes responded rapidly, but were restored to original levels by day 3 (Figure 1B, C). 

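In ZHTc6 cells the mesoderm gene *T* rose to 3.14 ± 0.0781 at 96 h and *Gsc*, a gene of the anterior primitive streak, to 3.12 ± 0.304 at 120 h. The endoderm regulator *Gata6* stood at 1.98 ± 0.198 at 96 h and 2.57 ± 0.563 at 120 h, whereas *Gata4* was higher at 24 h (0.68 ± 0.185, adjusted p = 0.01) and 48 h (0.65 ± 0.0122) and did not pass the test later, with 0.30 at 120 h (adjusted p = 0.0518). *Afp*, a serum protein of visceral endoderm, was also higher at 24 h (0.86 ± 0.273) and 48 h (0.64) and stood at -0.02 at 120 h (adjusted p = 0.9). The myelin gene *Mbp* was higher at 96 h (0.31 ± 0.0303, adjusted p = 0.00396) and 120 h (0.62 ± 0.0886, adjusted p = 0.00107). Of 10 mesoderm genes 9 rose over the 5 days and 1 fell (9 and 1 adjusted over the list alone), among them *Mesp1* (2.05), *Fgf8* (1.26) and *Lhx1* (1.21). As a list they rose (camera, adjusted p = 4.7e-05, and adjusted p = 0.332 with an estimated correlation). Of 16 primitive endoderm genes 9 rose and 2 fell (9 and 2 adjusted over the list alone), *Lama1* (-0.70) and *Apoa1* (-0.57), with a list adjusted p = 0.0437 and an adjusted p = 0.332 with an estimated correlation. Of 8 neural and ectoderm genes 4 rose and 2 fell (4 and 2 adjusted over the list alone), among them *Sox11* (0.61), *Pax6* (-0.72 ± 0.636, lower in 2 of 3 replicates) and *Stmn2* (-0.50), with a list adjusted p = 0.401. The oligos of *T* and *Afp* carry the names of Figure 2C, while the annotation gives other genes for them. The call of *Gata4* at 24 h was lost without ZHTc6 replicate 2 (0.57), with scaled arrays (0.44), with the time point in Cy3 alone (0.29) and with the unmoderated test. At 120 h *Gata4* passed in many alternatives. In one fit of all time points it passed with a replicate block (adjusted p = 0.0158) and without it (0.0156). It also passed with centred arrays (0.0474), scaled arrays (0.0231), the line fitted alone (0.0259), the first oligo (0.0148) and the time point in Cy5 alone (0.0367). Without ZHBTc4 replicate 1 or 2 it passed as well, so that its rise is not shown to be confined to the first days. The call of *Pax6* was lost without ZHTc6 replicate 1 (-0.53) or 2 (-0.55) and without ZHBTc4 replicate 1 (adjusted p = 0.0503). It was also lost with the time point in Cy3 alone (-0.163, adjusted p = 0.547), with scaled arrays (adjusted p = 0.0526) and with the unmoderated test (adjusted p = 0.137). With all time points in one fit *Mbp* passed from 24 h on, with the block (adjusted p = 0.00668 at 24 h) and without it (adjusted p = 0.00672). The primitive endoderm list was called in 6 of 17 alternatives, with adjusted p = 0.0519 with scaled arrays and 0.122 and 0.0769 with the time point in Cy3 or Cy5 alone. With all time points in one fit it was 0.084 with the block and 0.0818 without it, and with names from the annotation alone it was 0.341.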

The transient alteration of large numbers of genes in ZHTc6 cells could reflect the complexity of gene expression regulation by Oct3/4, or may instead reflect the presence of heterogeneous cell populations in ZHTc6 cultures, as evidenced by the upregulation of markers for broader cell types, including primitive/definitive endoderm (*Gata6, Gata4* and *Afp*), mesoderm (*T, Gsc*), and ectoderm (*Cdh2, Mbp, Nefl*) (Supplemental Figure S1, Supplemental Table S4).

To further compare the gene expression changes between the Oct3/4-repression condition (ZHBTc4) and Oct3/4-overexpression condition (ZHTc6), we plotted the fraction of genes in each cluster of ZHTc6 cells present in each cluster of ZHBTc4 cells (Figure 1D). Four major peaks were observed. In ZHBTc4 cells nearly half the genes (69 genes out of 144 genes) in cluster 1 and 20% of the genes (143 out of 667 genes) in cluster 4 were grouped in cluster 10 in ZHTc6 cells (Figure 1D, green arrow). This indicates that genes downregulated under Oct3/4-repression conditions tend to be also downregulated under Oct3/4-overexpression conditions. This group of 212 genes (129 unique gene symbols) included known direct targets of Oct3/4 such as *Spp1/Opn, Sox2, Fbxo15, Otx2*, and *Zfp42/Rex1*, as well as newly identified direct targets of Oct3/4 by genome-wide chromatin immunoprecipitation (ChIP) assays [33], [34] (Figure 1E; Supplemental Table S2). 

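*Klf4*, a pluripotency regulator, fell over the 5 days in ZHBTc4 cells (-2.77 ± 0.165) and in ZHTc6 cells (-1.83 ± 0.12), and *Tcl1*, a coactivator of Akt, fell by 4.44 and 1.03. *Rif1*, a telomere-associated gene, fell to -2.07 in ZHBTc4 and -2.05 in ZHTc6 cells, and *Tet1* to -2.72 and -1.86. Of 29 pluripotency genes 28 fell and 1 rose in ZHBTc4 cells (28 and 1 adjusted over the list alone), and 24 fell and 2 rose in ZHTc6 cells (24 and 2 adjusted over the list alone). The list fell in both lines, with adjusted p = 2.1e-11 in ZHBTc4 cells (adjusted p = 0.126 with an estimated correlation) and adjusted p = 6.8e-07 in ZHTc6 cells (adjusted p = 0.231 with an estimated correlation). Of 24 genes of DNA methylation and chromatin 15 fell and 5 rose in ZHBTc4 cells (15 and 5 adjusted over the list alone), and 16 fell and none rose in ZHTc6 cells (17 and 1 adjusted over the list alone). The polycomb genes *Suz12* (-0.65 in ZHBTc4 and -1.44 in ZHTc6 cells) and *Eed* (-1.15 and -1.27) are examples. The list had adjusted p = 0.0211 in ZHBTc4 cells (adjusted p = 0.531 with an estimated correlation) and adjusted p = 1.4e-04 in ZHTc6 cells (adjusted p = 0.448 with an estimated correlation). Across all oligos 2331 were lower in both lines, against 1099 if the calls of the lines were independent, and they make up 45.2% of the 5152 oligos lower in ZHBTc4 cells. The chromatin list of ZHBTc4 cells missed the threshold with the first oligo of each gene (adjusted p = 0.0672), with scaled arrays (adjusted p = 0.0507) and with names from the annotation alone (adjusted p = 0.341).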

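*Spp1*, which encodes osteopontin, fell over the 5 days to -4.08 ± 0.0952 in ZHBTc4 and -1.70 ± 0.0788 in ZHTc6 cells. *Sox2* fell to -4.25 ± 0.0357 and -1.29 ± 0.181, and *Fbxo15*, an F-box gene of ES cells, to -2.68 ± 0.176 and -2.02 ± 0.0743. The homeobox gene *Otx2* stood at -3.44 ± 0.237 in ZHBTc4 and -1.07 ± 0.0198 in ZHTc6 cells, and the ES cell marker *Zfp42* at -3.07 ± 0.17 and -1.87 ± 0.0321. All 5 genes passed the test in both lines, each in all 3 replicates. All 213 oligos of Table S2 were lower in both lines over the 5 days (213 adjusted over the list alone), with medians of -1.53 in ZHBTc4 and -1.14 in ZHTc6 cells and a range in ZHTc6 cells from -2.49 to -0.677. The study chose this list on the same arrays, so that its direction is not independent evidence.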

In ZHBTc4 cells, nearly half the genes (84 genes out of 223 genes) in cluster 5 and 13% of the genes (122 out of 906 genes) in cluster 2 were grouped in cluster 1 in ZHTc6 cells (Figure 1D, red arrow). Thus, genes upregulated under the Oct3/4-repression conditions tend to be also upregulated under the Oct3/4-overexpression conditions. This group of 206 genes (180 unique gene symbols) included *Igf2, Krt1-18*, and *Krt2-8*, which are known for their high expression in differentiated cells (Figure 1E; Supplemental Table S3).

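*Krt19*, a keratin of simple epithelia, rose over the 5 days by 3.62 in ZHBTc4 and by 1.69 in ZHTc6 cells. Of 24 trophoblast genes 14 rose in ZHTc6 cells (15 adjusted over the list alone), among them *Msx2* (0.79) and *Dsp* (0.71), and 5 fell, among them *Rhox6* (-0.49). As a list they rose there with adjusted p = 0.00394 (adjusted p = 0.448 with an estimated correlation). With names from the annotation alone 4 members were left, 1 higher and 2 lower, and the list leaned lower and was not called (adjusted p = 0.958). The other names come from tables of the paper that mostly hold genes changed on these arrays. Of 15 genes of epithelial junctions 12 rose and 1 fell in ZHBTc4 cells (12 and 1 adjusted over the list alone), among them *Pkp2* (1.57), *Tjp1* (1.35) and *Cdh1* (0.99), with a list adjusted p = 3.9e-04 (adjusted p = 0.297 with an estimated correlation, and 0.12 for the 7 members named by the annotation alone). In ZHTc6 cells 6 of the 15 rose and 3 fell (6 and 3 adjusted over the list alone), with a list adjusted p = 0.129. With all time points in one fit it was 0.00337 with a replicate block and 0.00343 without it, and it was 0.0032 with the unmoderated test. These settings used another form of camera, so that the change is not one of the block. Across all oligos 1972 were higher in both lines, against 1521 if the calls were independent, or 36.9% of those higher in ZHBTc4 cells. In opposite directions 1671 oligos changed, against 2606 if the calls were independent. Without ZHTc6 replicates 1, 2 and 3 the count higher in both lines was 1081, 1201 and 1279, against 584, 736 and 856 if the calls were independent, and that in opposite directions was 904, 980 and 1022, against 1274, 1512 and 1601.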

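*Krt8* rose over the 5 days to 4.00 ± 0.0174 in ZHBTc4 and 1.93 ± 0.0741 in ZHTc6 cells, and *Krt18*, which encodes its partner in keratin filaments, to 3.73 ± 0.175 and 1.61 ± 0.038. *Igf2*, an imprinted growth factor gene, rose to 4.17 ± 0.0882 in ZHBTc4 and 0.53 ± 0.204 in ZHTc6 cells (adjusted p = 0.00195). In ZHTc6 cells *Igf2* stood at -0.25 at 24 h (adjusted p = 0.185) and 2.04 ± 0.151 at 120 h. Of the 206 oligos of Table S3 all were higher in ZHBTc4 cells and 204 in both lines (204 adjusted over the list alone), with medians of 1.45 in ZHBTc4 and 0.688 in ZHTc6 cells. The values in ZHTc6 cells ranged from 0.189 to 1.93, and the list was chosen by the study on these arrays and is not independent evidence of its direction.

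**Figure D3:**
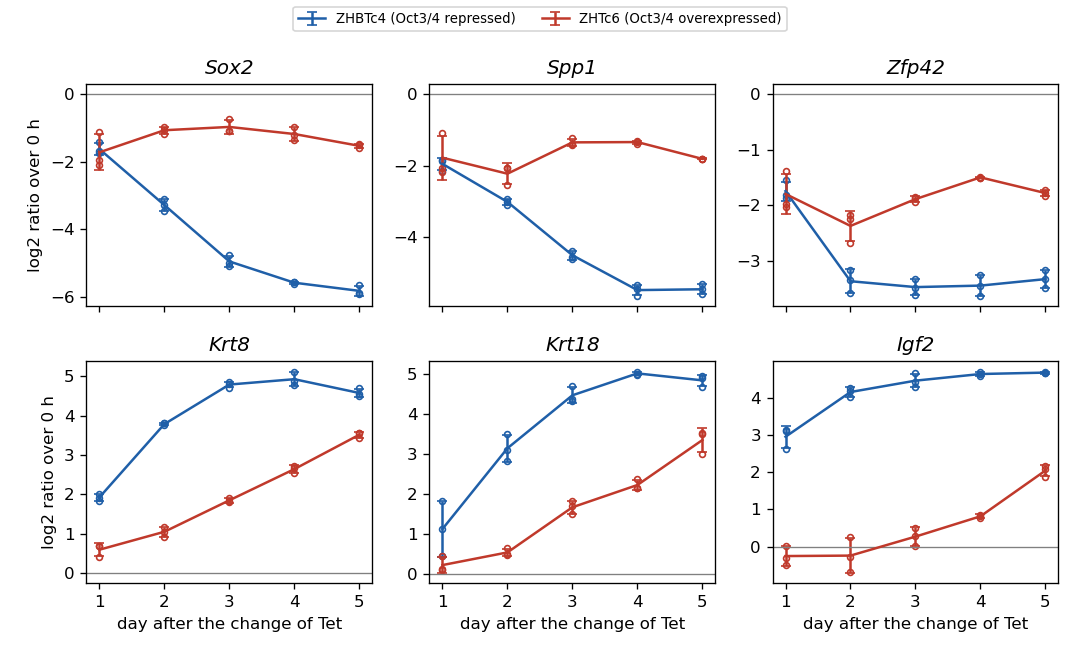
Log2 ratio over 0 h of *Sox2*, *Spp1*, *Zfp42*, *Krt8*, *Krt18* and *Igf2* against the day after the change of Tet in ZHTc6 and ZHBTc4 cells. Circles are the 3 replicates, lines their means and bars their SD, and by day 5 *Krt8* stood at 3.51 in ZHTc6 cells and *Sox2* at -5.82 in ZHBTc4 cells.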

The diagram in Figure 1E summarizes this unique mode of gene expression regulation by Oct3/4. Some of the direct Oct3/4 target genes seem to be regulated by Oct3/4 in a bell-shaped dose-response manner or in an inverse bell-shaped dose-response manner. It is thus inappropriate to simply classify all Oct3/4-downstream genes as positively or negatively regulated by Oct3/4. 

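Of the 29 genes of the bell group of Figure 1E that are named here, 28 were lower at 24 h in ZHTc6 cells (median -1.18) and 22 in ZHBTc4 cells. On average over the 5 days 29 of them fell in ZHTc6 cells (median -0.907) and 28 in ZHBTc4 cells (median -1.71). Of the 18 genes of the inverse bell group, 8 were higher at 24 h in ZHBTc4 cells. In ZHTc6 cells none of the 18 was higher at 24 h and 11 were lower (median -0.465, against -0.274 over all named genes). In ZHTc6 cells 14 were higher at 72 h and 18 at 96 h (median 1.34), and over the 5 days 16 rose, the exceptions being *Tfrc*, the transferrin receptor (-0.16, adjusted p = 0.0579), and *Zmynd8* (-0.04, adjusted p = 0.474), whose oligos differ in direction. All 18 rose over the 5 days in ZHBTc4 cells (median 1.5). These groups were picked by the study from the same arrays, so that their directions are not independent evidence. From the genes that moved the same way under repression and overexpression, the paper proposes a bell-shaped or inverse bell-shaped response of some direct targets to the dose of Oct3/4.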

Bell-shaped expression regulation by Oct3/4 has been first demonstrated using tandem Octamer motif promoter constructs [36]. It has also been demonstrated that both low and high levels of Oct3/4 repress the Zfp42/Rex1 promoter, whereas intermediate levels of Oct3/4 expression activate the Zfp42 promoter [24]; Lower panel in Figure 1E). The current results have not only confirmed these earlier works, but established that this is rather common mode of expression regulation by Oct3/4, because many other genes show similar expression patterns. Furthermore, the current analysis has revealed that genes that show the inverse bell-shaped expression pattern exist. That is, low and high levels of Oct3/4 activate the promoter, but intermediate levels of Oct3/4 repress the gene promoter (upper panel in Figure 1E). These gene regulation relationships perhaps underlie a unique mechanism of Oct3/4 regulation, which is required to be maintained in a narrow range of appropriate expression for maintenance of pluripotency: either the increase or decrease of Oct3/4 levels from the intermediate range leads to the differentiation of ES cells [19].

### Identifying Oct3/4 downstream genes

To obtain a list of Oct3/4-downstream candidate genes, we first used Principal Component Analysis (PCA). PCA can dissect multi-dimensional data into a small number of major trends [37]. We have focused here on the more tractable and uniformly-trending microarray results for ZHBTc4 cells, although we have continued the analyses of gene expression in both ZHBTc4 and ZHTc6 and the results of parallel analysis of ZHTc6 cells are presented in Supplementary materials (Supplemental Figure S1, Supplemental Table S1). 

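In ZHBTc4 cells the genes that rose furthest over the 5 days included *Gata3* (3.76 ± 0.307) and *Gata2* (3.60 ± 0.0474), which encode trophoblast transcription factors. *Ctdspl*, a phosphatase gene, rose by 3.61, and *Id2*, an inhibitor of basic helix-loop-helix factors, by 3.58. Among those that fell furthest were the immediate early gene *Egr1* (-4.50 ± 0.225), the Nodal pathway genes *Tdgf1* (-3.70) and *Lefty1* (-3.68), *Tdh*, which encodes threonine dehydrogenase (-3.60), and the arginine transporter gene *Slc7a3* (-3.52). Of the 22148 oligos 11671 changed with time in ZHBTc4 cells, by limma's F test over the 5 time points against 0 at an adjusted p under 0.05. Over the 5 days 10502 changed, 5350 higher and 5152 lower, but 4954 and 5015 with a replicate block.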

We concentrated on 3,079 genes that showed statistically significant changes with time by ANOVA statistics (FDR<0.05). Of these, 2,757 non-redundant genes were used for PCA (Supplemental Table S4).

Figure 2A shows a 2D-plot of results for ZHBTc4 cells over 5 days in PC2(−) and PC3(−) coordinates. The expression patterns of individual genes contributing to each PC are shown in Figure 2B. 

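In ZHBTc4 cells *Nanog*, a regulator of pluripotency, stood at -0.10 ± 0.13 at 24 h (adjusted p = 0.677). It was at -1.59 ± 0.201 at 48 h, -2.33 ± 0.134 at 72 h, -2.64 ± 0.27 at 96 h and -2.68 ± 0.146 at 120 h, and passed the test at each of these. *Krt8* rose to 1.92 ± 0.0876 at 24 h, 3.79 ± 0.0248 at 48 h and 4.79 at 72 h, and then stood at 4.92 ± 0.178 and 4.58. For both genes most of the change was reached by 72 h.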

PC2(−), a major component with *Oct3/4* (an exogenous copy), *Nanog*, and *Krt2-8* genes, represented unidirectional changes (653 genes showing a gradual increase and 390 with a gradual decrease). In contrast, PC3(−), a minor component with *Dnmt3b* and *Gata6* genes, represented transient changes followed by recovery of gene expression (Figure 2B). 

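*Dnmt3b*, a de novo DNA methyltransferase gene, rose in ZHBTc4 cells to 1.17 ± 0.0695 at 24 h and 0.55 ± 0.0624 at 48 h. It stood at 0.02 at 72 h (adjusted p = 0.76) and was lower than at 0 h at 96 h (-0.24, adjusted p = 0.0348) and 120 h (-0.52 ± 0.0306). *Gata6* rose to 1.58 ± 0.214 at 24 h and 2.13 ± 0.389 at 48 h, and stood at 0.89 ± 0.311, 0.81 ± 0.239 and 0.92 ± 0.281 at the later time points, each past the threshold. The call of *Dnmt3b* at 96 h was lost without ZHBTc4 replicate 2 (-0.167) or 3 (-0.255), and also without ZHTc6 replicate 2 or 3, whose spread enters the shared fit. The calls of *Gata6* at 96 h and 120 h were lost with the time point in Cy3 alone.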

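Of 24 trophoblast genes 16 were higher and 1 was lower in ZHBTc4 cells at 24 h (19 and 1 adjusted over the list alone), and 21 rose and 1 fell over the 5 days (21 and 1 adjusted over the list alone). At 24 h *Gata3* stood at 2.46 ± 0.519, *Gata2* at 2.01 ± 0.203 and the claudin gene *Cldn3* at 2.31, and the gene lower was *Ascl2* (-1.06), a regulator of the spongiotrophoblast. Over the 5 days *Nrk* rose by 4.48, the homeobox gene *Rhox6* by 4.03 and *Esx1* by 2.84. *Cdx2*, a regulator of trophectoderm, stood at 0.35 at 24 h (adjusted p = 0.161) and rose by 0.26 over the 5 days (standard error 0.0616, adjusted p = 0.0105). As a list the trophoblast genes rose at 24 h (median 1.06, adjusted p = 6.0e-10, and adjusted p = 0.121 with an estimated correlation). Over the 5 days the median was 1.92 (adjusted p = 1.2e-08, and adjusted p = 0.231 with an estimated correlation). With names from the annotation alone 4 members were left, of which 1 was higher and 1 lower at 24 h and over the 5 days. The list was then not called (adjusted p = 0.861 at 24 h). The other members are named by tables of the paper that mostly hold genes changed on these arrays. The counts and list tests are thus not independent evidence. *Cdx2* passed at 24 h with a replicate block (adjusted p = 0.00103) and missed the threshold over the 5 days without ZHBTc4 replicate 1 (0.22).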

Genes contributing to PC2(−) seemed to be strongly correlated with the differentiation of ES cells into the trophoblast cell lineage. Our previous microarray analysis comparing the expression patterns of ES cells and Trophoblast Stem (TS) cells [38] identified 1,411 genes as expressed predominantly in ES cells and 1,882 genes as expressed predominantly in TS cells (FDR<0.01) [29], [39]. As expected, a large fraction of genes (373 out of 653) in ZHBTc4-Group I were more highly expressed in TS cells than in ES cells (Figure 2B), whereas a majority of genes (244 out of 390) in ZHBTc4-Group II were more highly expressed in ES cells than in TS cells (Figure 2B, Supplemental Table S4).

**Figure 2:**
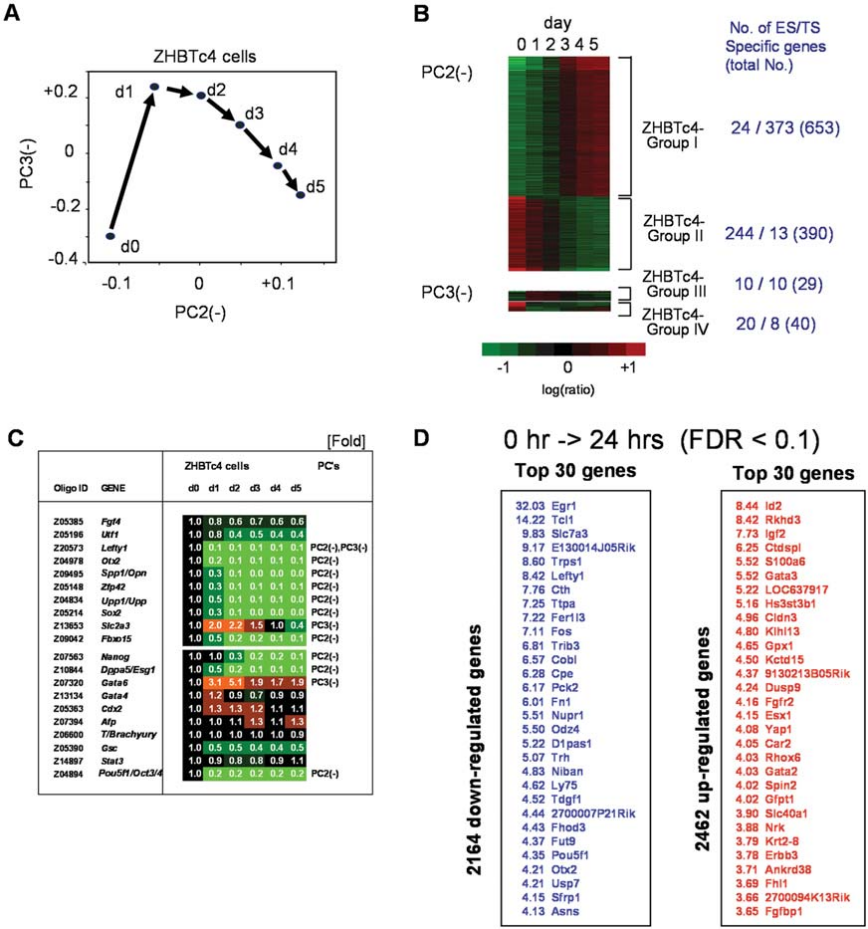
Principal component analysis (PCA) and the expression pattern heatmap of known target genes for Oct3/4 and related genes. (A) 2D-views of PCA for 2,757 genes that were identified as significantly differentially expressed during this time course. (B) The expression pattern and ES/TS specificity of each component of PCA was classified into 4 groups (Group I ∼ Group IV). (C) Known target genes for Oct3/4 and related genes. (D) Top 30 up- and down-regulated genes from 0 h v 24 h.

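In ZHBTc4 cells at 24 h *Lefty1*, an inhibitor of Nodal, fell to -3.07 ± 0.405, *Otx2* to -2.08, *Spp1* to -1.95 and *Zfp42* to -1.74. *Upp1*, which encodes uridine phosphorylase, fell to -1.03, *Fbxo15* to -0.89 ± 0.201 (adjusted p = 0.00916) and *Sox2* to -1.62 ± 0.177. Of 29 pluripotency genes 20 were lower and 1 was higher at 24 h (21 and 2 adjusted over the list alone), and *Tdgf1* and *Klf4* (-1.94) were among the former. The list fell with a median of -0.92 (adjusted p = 1.2e-08, and adjusted p = 0.448 with an estimated correlation). Of the 20 genes of Figure 2C 9 were lower and 2 were higher at 24 h (median -0.392), and 14 fell and 4 rose over the 5 days (median -1.47). Those genes were picked by the study, which is not independent evidence. The call of *Fbxo15* at 24 h was lost without ZHBTc4 replicate 3 (-0.78).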

Interestingly, most of the genes known to be downstream of Oct3/4, such as *Lefty1, Otx2, Spp1/Opn, Zfp42, Upp1/Upp*, and *Fbxo15*, as well as genes important for pluripotency, such as *Nanog* and *Sox2* (Figure 2C), were included in ZHBTc4-Group II (Figure 2B). These genes were expressed in undifferentiated ES cells and were progressively downregulated as the level of Oct3/4 was repressed (Figure 2B). These results suggests that genes in ZHBTc4-Group II (390 genes) are reasonable candidates for genes downstream of Oct3/4 (Figure 2C). On the other hand, considering the ability to Oct3/4 to activate or repress downstream genes, genes in ZHBTc4-Group I (653 genes) should also be considered to be candidates for genes downstream of Oct3/4 (Figure 2B). These 1043 formed our “list 1” of Oct3/4-downstream candidate genes (Supplemental Table S4).

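In ZHBTc4 cells at 120 h *Sox2* stood at -5.82 ± 0.15, *Spp1* at -5.45 and *Upp1* at -4.35. The other genes stood at -4.06 (*Lefty1*), -3.99 (*Fbxo15*), -3.92 (*Otx2*) and -3.33 (*Zfp42*). *Lefty1* had thus reached most of its change at 24 h, whereas *Fbxo15*, *Upp1* and *Sox2* changed further in the days that followed. Of the 20 genes of Figure 2C 14 were lower at 48 h and 14 at 120 h, where the median was -1.97. The differences between 24 h and 120 h were not tested.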

As an alternative way to identify a list of Oct3/4-downstream candidate genes, we looked for genes with an early response to the repression of Oct3/4 by comparing the gene expression patterns between ZHBTc4 ES cells at 0 hr and 24 hrs of Tet-induction. 

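In ZHBTc4 cells at 24 h, of 21 genes of the amino acid stress response, which Atf4 drives, 18 were lower and 1 was higher (19 and 1 adjusted over the list alone), among them the stress kinase-like gene *Trib3* (-2.77), the mitochondrial gene *Pck2* (-2.62), *Asns*, which encodes asparagine synthetase (-2.04), and *Atf4* itself (-1.65). Of 21 genes that drive the cell cycle 8 were higher and none was lower (11 adjusted over the list alone), among them the cyclin E genes *Ccne1* (1.45 ± 0.149) and *Ccne2* (0.94). Of 7 genes of LIF and Stat3 signalling 5 were lower (5 adjusted over the list alone), among them *Klf5* (-1.82), *Lifr* (-1.30) and *Socs3* (-0.79), and of 15 genes of epithelial junctions 5 were higher and none was lower (6 adjusted over the list alone). As lists they had adjusted p = 9.5e-11 (amino acid stress), 0.00406 (cell cycle), 0.00144 (LIF and Stat3) and 0.00144 (epithelial junctions). With an estimated correlation these were adjusted p = 0.332, 0.448, 0.332 and 0.448. The amino acid stress list was written after Figure 2D had been read, so that it is not independent of these arrays. Some names come from the paper's own table of the change at 24 h, so that members that changed are named more often. With names from the annotation alone too few amino acid stress genes were left for a test. The other lists were then not called (adjusted p = 0.0804 for cell cycle, 0.341 for LIF and Stat3 and 0.352 for epithelial junctions). At an adjusted p under 0.1 limma called 4900 oligos, 2528 lower and 2372 higher, but 3864 and 4091 with scaled arrays. The log10 ratios correlated with those of the paper over the 2898 oligos of the copy of Table S5 with r = 0.985, and 1520 of its 2060 lower and 561 of its 838 higher oligos were called. The count was 3266 without ZHBTc4 replicate 1, 3169 without replicate 2, 7955 with scaled arrays and 7810 with a replicate block, and *Ccne2* missed the threshold without ZHBTc4 replicate 1 (0.97) or 2 (0.65).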

A stringent statistical criterion (FDR<0.1) identified 2164 down-regulated genes and 2464 up-regulated genes (Supplemental Table S5). These 4628 genes formed our “list 2” of Oct3/4-downstream candidate genes. Thirty genes that showed the highest-fold expression changes are shown in Figure 2D.

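At 24 h in ZHBTc4 cells *Egr1* stood at -5.00 ± 0.219, *Slc7a3* at -3.30 ± 0.0312 and *Cth*, which encodes cystathionine gamma-lyase, at -2.96 ± 0.171. *Igf2* rose to 2.95 ± 0.294. Of the 30 genes shown as lower in Figure 2D, 29 were lower at 24 h (median -2.19). The exception was the formin gene *Fhod3* (-0.40, adjusted p = 0.0668), the mean of 4 oligos, of which 1 is in Table S5 at -2.15. Of the 24 genes shown as higher that are named here, all were higher (median 2.02). In ZHTc6 cells at 24 h 19 of the former were lower (median -0.685), and of the latter 2 were higher and 10 lower (median -0.233). All named genes had a median of -0.274 in ZHTc6 cells at 24 h, so that the latter did not stand apart. The study chose these genes by their change at 24 h on the same arrays, so that the counts in ZHBTc4 cells are not independent evidence. *Fhod3* passed with scaled arrays (adjusted p = 0.0222) and with a replicate block (adjusted p = 0.007).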

### Separating primary target genes from secondary target genes

It is reasonable to assume that the Oct3/4-downstream candidate genes identified here include both primary target genes and the secondary/tertiary target genes, which are regulated by the primary target genes. To delineate Oct3/4-regulated gene cascades or networks, it is important to distinguish primary target genes from those which are indirectly regulated.

One approach is to analyze genomic sequence to search for Oct3/4-binding motifs. However, it is generally difficult to identify primary targets of Oct3/4 by searching for canonical octamer motifs, 5′-ATTA/TGCAT-3′, because it has been shown that Oct3/4 can bind to other similar sequence motifs such as 5′-ACTAGCAT-3′ and 5′-ATCAGCAT-3′ [34], [40]. Furthermore, binding at the octamer motif is not unique to Oct3/4, but common to all Oct gene family members, e.g., Oct1. To reduce the large number of targets identified by the use of degenerate consensus sequence motifs, we searched for clusters of multiple OCT binding sites within −8 kb to +2 kb from transcription start sites of all possible genes in the mouse genome. However, even the search for genes carrying clusters of at least three sites with sequence conservation (>50% compared to the human genome sequence) identified 9326 target genes (Supplemental Table S6), and the search for genes carrying the clusters of at least five sites with the sequence conservation (>50%) and mismatch score (<0.05) identified 4396 target genes (Supplemental Table S7). Without experimental validations of individual Oct3/4-target genes, the utility of genes identified by searching octamer-binding motifs are limited at this point.

Another approach is to use a genome-wide chromatin immunoprecipitation (ChIP) assay and to identify all promoter sequences that are bound by Oct3/4. Recently, Boyer *et al*. have conducted a large scale analysis of promoter binding for OCT4 in human ES cells using ChIP-Chip technologies [33]. They demonstrated that OCT4 was associated with 581 of the promoter regions for known protein-coding genes in the −8 kb to +2 kb region, relative to the transcription start site. Similarly, Loh *et al*. have identified 963 genes as a direct downstream target of Oct3/4 in mouse ES cells using a ChIP-PET (paired-end ditag) assay [34]. We compared our Oct3/4 downstream gene lists with the data by Loh *et al* and Boyer *et al* (Figure 3A). Only a small fraction of genes (61 genes) overlap between human ES [33] and mouse ES cell data [34] (Figure 3A). This is partially due to the biological differences between mouse and human systems as discussed previously [34]. However, some of this effect may also be due to differences in sensitivity and specificity between the techniques used in these studies. In fact, genes that have been experimentally shown to be direct downstream targets of Oct3/4, such as Zfp42/Rex1 [24], were not detected in either Boyer *et al*. or Loh *et al*. (see Figure 3A for a complete list). Thus, we have decided to include all genes that have been shown by either Boyer *et al* or Loh *et al* to be primary targets of Oct3/4 in our list of Oct3/4 target candidates. We compared our combined list (list 1 and list2) with the gene list by Boyer *et al*. and that of Loh *et al*. We found that 372 genes were overlapping with ChIP-based assay results and considered them primary Oct3/4-target genes (Figure 3B). Figure 4A shows gene symbols of 377 primary target genes (372 genes plus five well-known Oct3/4-target genes that were not included in the ChIP-based assays; see Supplemental Table S8 for the details about these genes). The remaining 4040 genes, which were included in either list 1 or list 2 of our Oct3/4-downstream candidate genes, but not included in Oct3/4-binding target by either ChIP-on-chip or ChIP-PET studies, should be considered as the secondary or tertiary targets of Oct3/4. These genes are most likely regulated by the primary target genes of Oct3/4.

**Figure 3:**
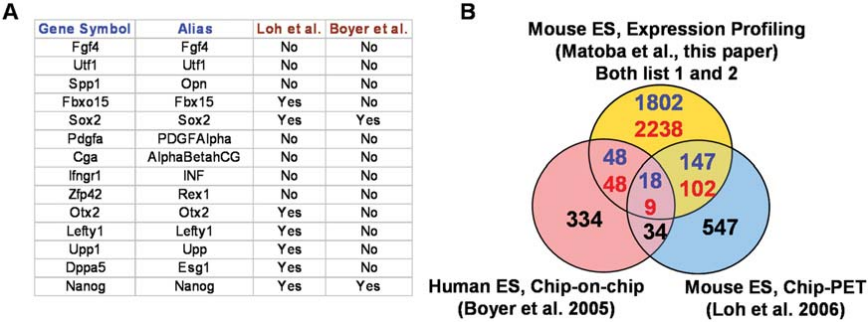
Delineation of Oct3/4-downstream target gene network. (A) A list of genes that have been experimentally demonstrated as the direct downstream targets of Oct3/4. Yes: genes that were also detected by the global ChIP assays. No: genes that were not detected by the global ChIP assays. Mouse homologues of human genes identified in Boyer *et al*. were generated using NCBI HomoloGene Build 49. (B) Comparison of gene lists obtained by the expression profiling (list 1 plus list 2) and global ChIP assays.

**Figure 4:**
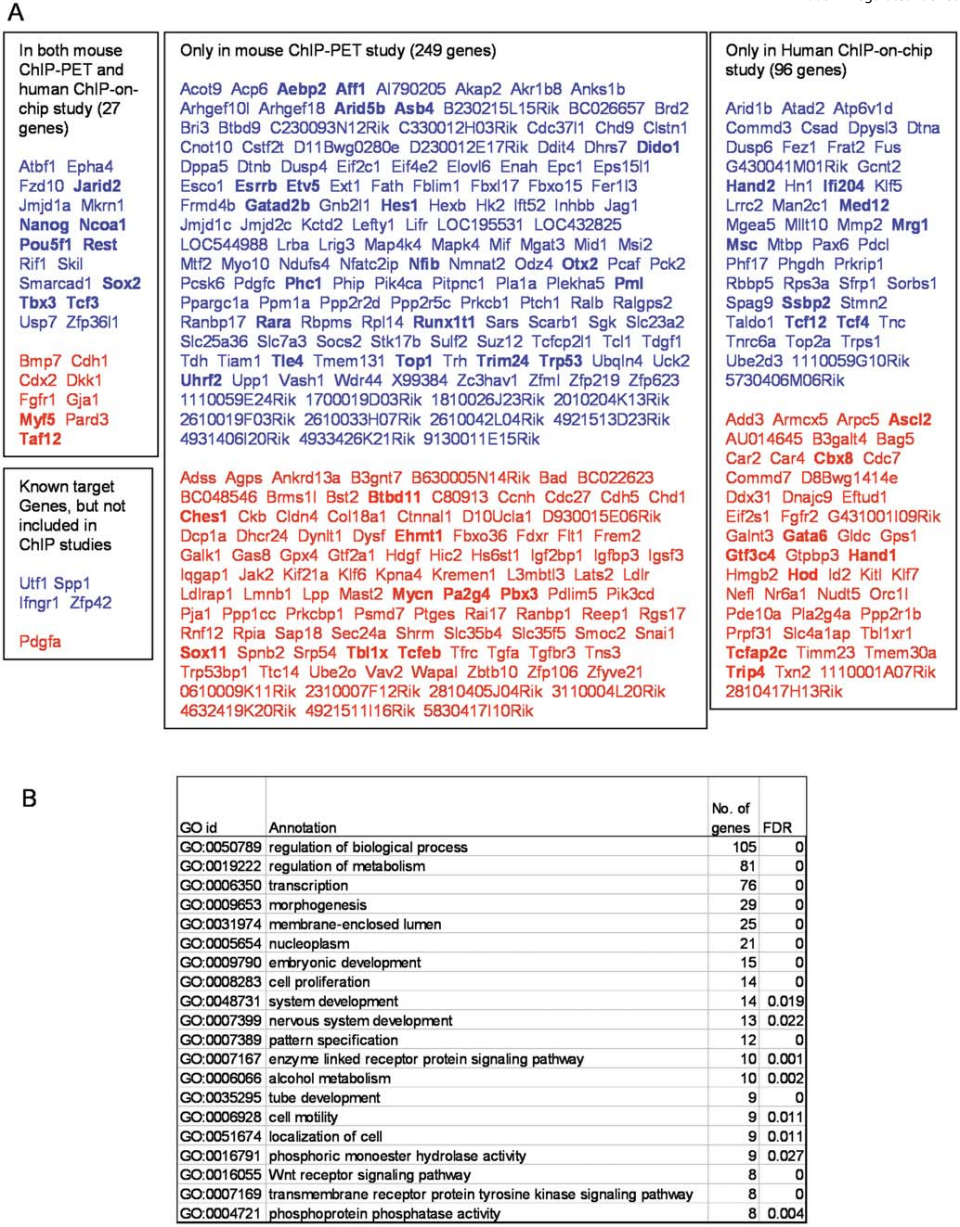
(A) Primary targets of Oct3/4. Genes are separated into four groups: Genes detected by the current expression profiling, mouse ChIP-PET assay, and human ChIP-on-chip assay; previously known target genes that were also detected by the current expression profiling; Genes detected by the current expression profiling and mouse ChIP-PET assay; Genes detected by the current expression profiling and human ChIP-on-chip assay. Genes classified as transcription factors by GO annotation were shown in bold. Genes that were down-regulated by the repression of Oct3/4 in ZHBTc4 cells were shown in blue. Genes that were up-regulated by the repression of Oct3/4 in ZHBTc4 cells were shown in red. (B) Representative GO categories that are enriched in the primary targets of Oct3/4 in a statistically significant manner (FDR>0.05).

Unlike the informatic searching of Oct3/4-binding motifs or ChIP-based assays, expression profiling data can also provide the information about the direction of regulation, i.e., whether the downstream genes are up-regulated or down-regulated by the repression of Oct3/4 in ZHBTc4 ES cells. 

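Of the 213 genes that the paper lists as activated by Oct3/4, 206 are named here, and 118 of these were lower in ZHBTc4 cells at 24 h (158 adjusted over the list alone), with a median of -0.604. By the mean of the 5 days 160 of them fell. Of the 159 genes it lists as repressed, 112 are named here, and 43 were higher and 1 lower at 24 h (60 higher adjusted over the list alone), with a median of 0.431. By the mean of the 5 days 85 of these rose. Of the 13 genes of Figure 3A named here 9 were lower and 1 was higher at 24 h, and over the 5 days 11 fell and 2 rose, the growth factor gene *Pdgfa* (1.25) and *Ifngr1*, an interferon receptor gene (0.33). The study took its targets in part from the change at 24 h on these arrays, so that the counts are not independent evidence. The count of repressed genes that were higher was 21 without ZHBTc4 replicate 1 or 2, 72 with scaled arrays and 81 with a replicate block, and that of activated genes that were lower was 69 without replicate 3.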

Out of 396 primary target genes, 159 genes belong to the former category, whereas 213 genes belong to the latter category (Figure 3B, 4A). Out of 4040 secondary/tertiary target genes, 2238 genes belong to the former category, whereas 1802 genes belong to the latter category (Figure 3B). Therefore, the expression profiling of Oct3/4-manipulated ES cells provides important insights into not only the structure, but also the dynamics of Oct3/4-regulated gene networks. The results clearly demonstrate that both ChIP-based assays and expression profiling of Oct3/4-manipulated ES cells are required to delineate the downstream cascades of Oct3/4-regulated genes.

To gain insights into the functions of the 372 primary Oct3/4-downstream candidate genes, we analyzed GO annotations of these genes. Out of these genes, 287 genes had GO annotations representing 160 GO categories with a statistical significance threshold of FDR>0.05 (Supplemental Table S9). Figure 4B shows representative GO categories. Interestingly, one-fourth of the 287 genes were involved in “transcription.” This indicates that Oct3/4 can regulate a large number of genes by regulating many transcription factors, which in turn regulate their downstream genes. Other notable GO categories include “cell proliferation,” which indicates the direct involvement of Oct3/4 in the regulation of cell proliferation. A significant fraction of genes annotated as “enzyme-linked receptor protein signaling pathway” and “Wnt receptor signaling pathway” indicate that Oct3/4 directly regulates key cellular signaling pathways in ES cells. Oct3/4 also directly regulates genes involved in various “system development” sub-categories, such as “nervous system development,” “angiogenesis,” and “lung development.” The direct regulation of the variety of cellular and developmental processes by Oct3/4 is consistent with the profound and diverse effects of Oct3/4 expression levels in ES cells.

### Validation of candidate genes for downstream targets of Oct3/4

Global gene expression analyses of Oct3/4-manipulated ES cells have provided an independent validation to the primary target genes identified *de novo* by the ChIP-on-chip [33] or ChIP- PET [34] analysis, so it stands to reason that the list of genes identified by combining all three data sets, shown in Figure 3B and 4A, is the most reliable at this point. However, to meet more rigorous molecular biology standards, whether these genes are indeed directly regulated by Oct3/4 have to be validated individually by standard molecular biological techniques such as electrophoretic mobility shift assays (EMSA) and luciferase reporter assays. Such validations, however, are not straightforward. It is well-known that genes can be regulated by cis-regulatory elements that are located far from the transcription start sites. Isolating and assaying a few kb upstream region of these target genes would not suffice to conclude whether the genes can be directly regulated by Oct3/4 or not. Especially, it will be difficult to establish that genes cannot be regulated by Oct3/4, because the cis-regulatory elements may not be included in the genomic region assayed *in vitro*. Nevertheless, we tested this strategy to validate at least a gene from this target gene list.

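In ZHBTc4 cells *Tcl1* fell to -3.83 ± 0.143 at 24 h, and *Trh*, which encodes the precursor of thyrotropin-releasing hormone, to -2.34 ± 0.346. *Id2* rose to 3.08 ± 0.0833 at 24 h, and *Nfatc2ip* fell to -1.10 ± 0.287 at 24 h (adjusted p = 0.00199) and to -2.55 at 120 h. In ZHTc6 cells at 24 h *Tcl1* stood at -0.05 (adjusted p = 0.735), and *Trh* was lower (-0.71, and -0.489 with adjusted p = 0.094 with scaled arrays), as was *Id2* (-0.63), whose call was lost without ZHTc6 replicate 1 (-0.50) or 2 (-0.49) and with scaled arrays (-0.36). By 96 h *Tcl1* had fallen to -1.77, while *Trh* stood at 1.24 and *Id2* at 1.12. *Nfatc2ip* was lower at 96 h (-0.89) in these cells too.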

First, we selected four putative primary target genes in a rather arbitrarily manner: *Trh, Tcl1*, and *Id2* were selected from top 30 gene lists in Figure 2D and *Nfatc2ip* was selected from a gene list in Figure 4A. We also selected *Zfp42* as a positive control. We amplified by PCR the ∼2 kb upstream putative promoter regions of these genes (Supplemental Figure S2). To investigate whether Oct3/4 can indeed regulate the expression of these genes, we constructed a luciferase reporter gene driven by the upstream putative promoter region and cotransfected it with or without an Oct3/4-expressing plasmid into 3T3 mouse fibroblast cells. Of 5 reporter constructs, the two constructs containing *Tcl1* and *Zfp42* promoters were activated by Oct3/4, as judged by more than 2-fold difference in luciferase activity (Figure 5A). To confirm regulation in a more natural context, we transfected each reporter construct into ZHBTc4 cells, where Oct3/4 levels can be repressed by Tet. Constructs with *Trh, Tcl1*, and *Zfp42* promoters responded to Oct3/4, as judged by more than 2-fold difference of luciferase activity in the presence or absence of Tet (Figure 5A). Notably, *Tcl1* showed even a stronger response than *Zfp42*, a well-known downstream target of Oct3/4 (Figure 5A). These results identified at least *Tcl1*, along with *Zfp42*, as regulated by Oct3/4.

**Figure 5:**
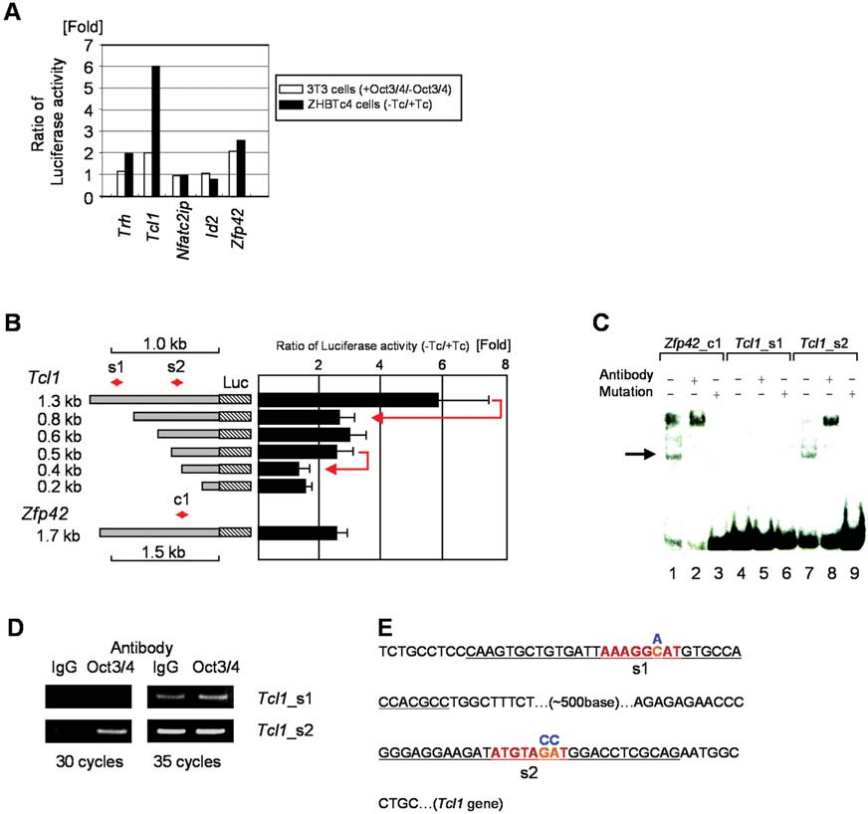
***Tcl1*** **is regulated by Oct3/4**. (A) Luciferase assay for 4 candidate Oct3/4 target genes and one known target gene (*Zfp42*). (B) Luciferase assay for deletion analysis of region upstream of Tcl1 gene. s1 and s2 are candidates for Oct3/4 binding sites, with sequence shown in (E). (C) EMSA for two candidate sites. The arrow indicates the band for Oct3/4/oligonucleotide binding. (D) ChIP assay of two target sites (see Experimental Procedures). (E) The sequence around s1 and s2 sites and the position of mutations for EMSA oligos (blue nucleotides).

In order to identify Oct3/4 regulatory elements, a series of 5′-deletion mutants of the *Tcl1* promoter were generated and transfected into the ZHBTc4 cells. The luciferase reporter assay revealed that deletion of two regions that cover −0.8 kb ∼ −1.3 kb and −0.4 kb ∼ −0.5 kb, where variant Octamer-binding motifs were found, sharply reduced the responsiveness to Oct3/4 (Figure 5B). We further examined whether Oct3/4 binds to these motifs by electrophoretic mobility shift assays (EMSA) (Figure 5C). As a control, a c1-oligonucleotide that contains the established Oct3/4-binding motif of *Zfp42* was used. For the Oct3/4-binding motifs of *Tcl1*, we used an s1 oligonucleotide that contains an AAAGGCAT motif and an s2 oligonucleotide that contains an ATGTAGAT motif (Figure 5E). The s2 oligonucleotide, but not the s1 oligonucleotide, showed a distinctive band after incubation with ES cell lysates. The band was shifted by Oct3/4 antibody and disappeared when a 2-bp mutation was introduced into the Oct3/4-binding motifs (Figure 5C). Thus, Oct3/4 present in ES cell lysates binds to the s2 oligonucleotide. To further narrow the region, a series of single-base mutant oligonucleotides were generated and subjected to EMSA. The results clearly showed that “ATGTAGAT,” located 410 bp upstream of the *Tcl1* gene, is a functional Oct3/4 binding site (Supplemental Figure S3B, C). To further confirm the binding of Oct3/4 *in vivo*, we performed chromatin immunoprecipitation (ChIP) analysis and demonstrated that Oct3/4 indeed binds to the s2 region, but not to the s1 region (Figure 5D). A luciferase assay using another series of finer deletion mutants of the *Tcl1* promoter further confirmed that the region s2 was indeed an Oct3/4-responsive element in ZHBTc4 cells (Supplemental Figure S3A). Taken together, we conclude that Oct3/4 binds to this variant Oct3/4-binding site (ATGTAGAT) in the *Tcl1* promoter region and directly activates its expression. Interestingly, unlike other Oct3/4-binding sites, there is no Sox2-binding site around this Oct3/4-binding site.

### Functional analysis of Tcl1 in ES cells

To gain insights into the functional involvement of *Tcl1* in the Oct3/4 pathway in ES cells, *Tcl1* expression was knocked down by transfecting siRNA against *Tcl1* (si*Tcl1*). The proliferation of ES cells was significantly reduced in a dose-dependent manner (Supplemental Figure S4A). Unlike the suppression of proliferation when Oct3/4 expression is repressed in ZHTc4 cells, this suppression of proliferation was not accompanied by any detectable morphological differentiation of ES cells (Supplemental Figure S4A). However, it is conceivable that this rather general proliferation suppression phenotype might be caused by either non-specific or off-target effects of siRNA. To address this issue, we first generated mouse ES cell clones (Tcl1-ROSA) with a Tet-controllable Tcl1 gene by integrating the ORF of *Tcl1* into a ROSA locus [41]. We then established multiple ES cell clones, where a plasmid expressing shRNA against the 3′-UTR of *Tcl1* (shTcl1) was stably transfected into the Tcl1-ROSA ES cell clone. In these mouse ES clones (named shTcl1#2-1, shTcl1#2-5, shTcl1#2-7, and shTcl1#3-3), the expression of endogenous *Tcl1* was constitutively repressed by shRNA, but the expression of exogenous *Tcl1* was repressed only when Tet was added to the cell culture medium. Consistent with the transient siRNA results, the repression of *Tcl1* suppressed the proliferation of ES cells (Figure 6A). The reductions of *Tcl1* in these ES cells at RNA level and protein level were confirmed by the RT-PCR and Western blot (Figure 6B). Because the proliferation of a parental cell line (EBRTcH3) was not suppressed by Tet (Figure 6C), the suppression of proliferation observed here was indeed caused by the repression of *Tcl1*. The suppression of proliferation by the repression of *Tcl1* was also reversible even after 4 days of culture under Tcl1-reduced conditions (Figure 6C, D). This is in sharp contrast to the irreversible effects of Oct3/4-repressed conditions, which not only reduce cellular proliferation, but also differentiate ES cells into the trophoblast lineage.

**Figure 6:**
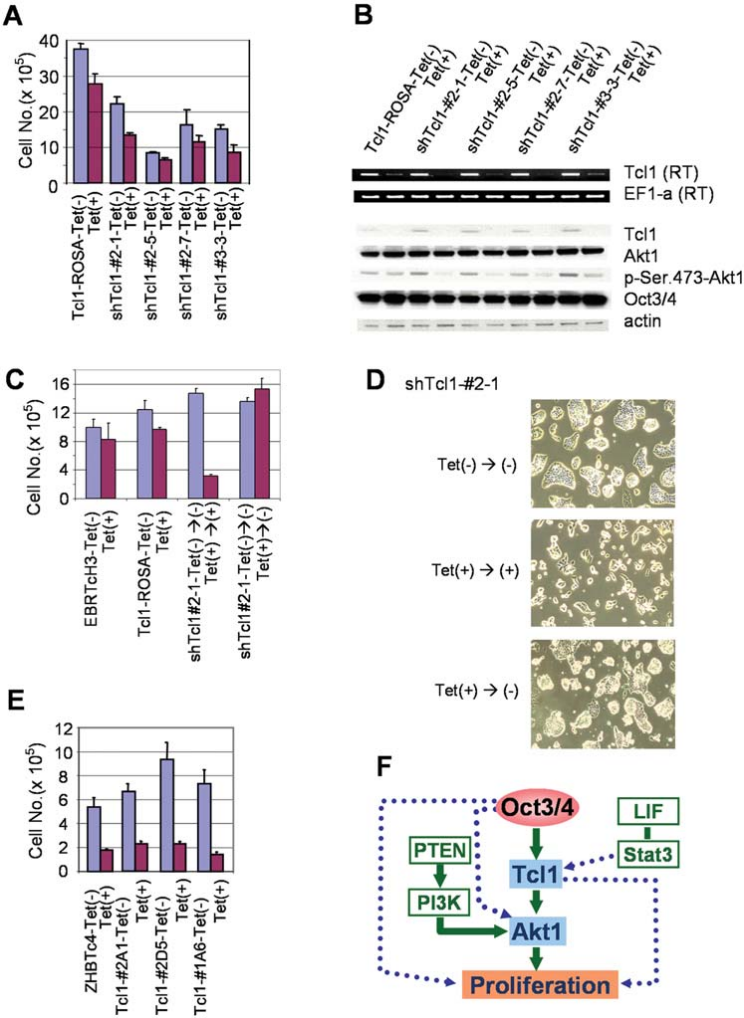
**Functional analysis of Tcl1 in ES cells**. (A) Expression level of Tcl1 gene effects on cell proliferation. The number of ES cells decreased when Tcl1 was knocked down by shRNA. (B) RT-PCR and Western blot analysis of ES cells with shRNA of Tcl1 gene. Tcl1 gene expression affected active Akt1 (p-Ser.473 Akt1), but not wild type of Akt1. (C) Reversibility of Tcl1 downregulation effect. The number of cells was rescued in the absence of Tet. (D) Photomicrographs of ES cell cultures. The number of ES cells decreased when Tcl1 was knocked down by shRNA. Cell proliferation was rescued in the absence of Tet. (E) Overexpression of Tcl1 does not rescue cell proliferation while Oct3/4 is repressed. (F) A model for the involvement of Oct3/4-Tcl1-Akt in ES cell proliferation.

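*Tcl1* itself was lower in the cells that received siTcl1, with log2 differences from siGFP of -1.73 at the lower and -2.20 at the higher dose, or 0.301-fold and 0.218-fold of its level. The cells were EB5 ES cells, cultured without feeder cells in medium with LIF, transfected with the siRNA and taken at day 2. Each of the 3 samples, siGFP and both doses of siTcl1, was hybridised on 1 array against a reference RNA. The deposited values are log10 ratios of the reference (Cy5) over the sample (Cy3), and each siTcl1 value was set against siGFP on the log2 scale. With 1 array per sample there are no replicates, so no test was made. Both doses are set against the same siGFP array, so that an error of that array shifts both alike and the spread between the doses does not show it. The doses are 50 and 100 nM in the paper and 560 and 1120 uM in the labels, and the lower label was taken as the lower dose. On these arrays 8973 genes could be named, of which 62 were at least 2-fold higher and 26 at least 2-fold lower at both.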

Further support for the notion that Tcl1 acts on cell proliferation but is not directly involved in the differentiation of ES cells came from the microarray analysis of siTcl1-transfected ES cells. Hierarchical cluster analysis of the selected 1,043 genes that represent PC2(−) in ZHBTc4 cells (Figure 2B) indicated that ZHBTc4 cells showed changes from an expression pattern like ES cells (d0) to a pattern like TS cells (d2) (Supplement Figure S5A, Supplemental Table S10). 

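In ZHBTc4 cells at 48 h trophoblast genes had a median log2 ratio of 1.8 over the 21 named on both kinds of array, and pluripotency genes one of -1.6 over 27. Many of them are named by tables of the paper that mostly hold genes changed on these arrays, which favours members that changed. At 48 h *Gata3* stood at 3.18, *Gata2* at 3.24 and *Id2* at 3.36, and *Sox2* had fallen to -3.28 and *Tcl1* to -4.34. At that time point 206 genes named on both kinds of array were at least 2-fold higher and 242 at least 2-fold lower. Samples of TS cells were not used here.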

Unlike ZHBTc4 cells at a comparable time point (d2), siTcl1-transfected ES cells showed an expression pattern like ES cells (Supplemental Figure S5A). In particular, genes involved in cell proliferation regulation showed similar expression changes in siTcl-transfected ES cells and ZHBTc4 cells (Supplemental Figure S5B), whereas trophoblast-lineage markers were not significantly upregulated in siTcl1-transfected ES cells. 

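In the cells with siTcl1 the 242 genes that were at least 2-fold lower in ZHBTc4 cells at 48 h had median log2 differences from siGFP of -0.226 at the lower and -0.289 at the higher dose, at percentile 0 of 10000 random lists matched for level in siGFP cells at both doses. The 206 genes at least 2-fold higher there had medians of 0.00369 and 0.0574, at percentiles 49.8 and 73.3. The 29 pluripotency genes had medians of -0.221 and -0.356, which lie at percentiles 18.2 and 9.1. The Nodal inhibitor genes stood out, with *Lefty1* at -2.29 and -3.02 and *Lefty2* at -2.90 and -5.14. Across 4272 genes the siTcl1 differences correlated with the log2 ratios of ZHBTc4 cells at 48 h with r = 0.167 at the lower and 0.193 at the higher dose, where genes are not independent replicates.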

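The 31 genes that drive the cell cycle had median log2 differences from siGFP of -0.152 and -0.198 at both doses of siTcl1, at percentiles 1.32 and 1.43 of random lists. Among them *Ccnd3*, a D-type cyclin, stood at -0.37 and -0.70 and *Myc* at -0.46 and -1.98. In ZHBTc4 cells at 48 h the 20 of these genes named on both kinds of array had a median log2 ratio of 0.146. The siTcl1 median of those 20 alone was not computed, so that the directions of both medians are not compared. In siTcl1 cells the 13 inhibitors of the cell cycle had medians of 0.0265 and 0.129, at percentiles 58.6 and 72. The 27 trophoblast genes had medians of -0.0937 and 0.0296, at percentiles 16.4 and 86.6, with opposite signs at both doses. Without replicates these values were not tested. The paper gives the arrays beside its own assays of cell growth after knockdown of *Tcl1*.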

The microarray analyses were thus consistent with the phenotypic changes observed in ES cells following repression of Tcl1: slowdown of proliferation, but no differentiation towards the trophoblast lineage. Consequently, Tcl1 seems to fractionate the effects of repression of Oct3/4, which causes both the slowdown of proliferation and the differentiation into trophoblast cells.

To investigate whether Tcl1 is a major mediator of the effects of Oct3/4 on the proliferation of ES cells, we established multiple stable cell clones (Tcl1-#2A1, Tcl1-#2D5, and Tcl1-#1A6) by transfecting a plasmid vector constitutively expressing Tcl1 into ZHBTc4 ES cells. In these cells, the repression of Oct3/4 by Tet does not cause the repression of Tcl1, and therefore, the effect of Oct3/4 repression can be uncoupled with the repression of Tcl1. However, the results clearly showed that the constitutive expression of Tcl1 could not prevent the suppression of ES cell proliferation (Figure 6E).

The only known function of Tcl1 protein is to enhance the kinase activity of Akt1 (thymoma viral proto-oncogene 1) in leukemia cells [42]. Akt1 is a key kinase in the Ras/PI3K/Akt1 signaling pathway [43]. To investigate whether Tcl1 also activates Akt1 in ES cells, Western blot analysis was performed. The total amount of Akt1 protein was unchanged, but the active form of Akt1, which is phosphorylated at the Ser-473 site, was reduced in Tcl1-repressed ES cells (Figure 6B). Similar results were obtained in siTcl-transfected ES cells (Supplemental Figure S4B). The suppression of ES cell proliferation by the repression of Tcl1 was restored by the transfection of a plasmid expressing a constitutively active form of Akt1 (caAkt1), suggesting that Akt1 mediates at least some of the proliferation-reducing action of Tcl1 in ES cells. Finally, it is worth mentioning that Oct3/4 expression levels were not changed when Tcl1 expression was repressed (Figure 6B), suggesting that there is no feedback loop from Tcl1 to Oct3/4.

## Discussion

Oct3/4 plays a central role in the maintenance of undifferentiated ES cells, which are characterized by their pluripotency and self-renewal activity. It has also been shown that Oct3/4 plays critical role during preimplantation embryo development and germ cell development. As a first step to understand the diverse roles of Oct3/4, we have carried out global expression profiling of mouse ES cells, where the expression level of Oct3/4 is manipulated using a Tet-inducible system.

### Differentiation of ES cells by the manipulation of Oct3/4

It has been shown previously, by the detection of a few marker genes using Q-PCR, that repression of Oct3/4 leads to the differentiation of ES cells into the trophoblast lineage, and that overexpression of Oct3/4 leads to primitive endoderm and mesoderm differentiation [19], [44]. Our microarray analysis confirms that repression of Oct3/4 differentiates ES cells into the trophoblast lineage by showing the global similarity of gene expression patterns to those of TS cells. However, the analysis indicates that ZHTc6 cells differentiate into more different cell types than appreciated previously, suggesting that overexpression of Oct3/4 alone does not completely determine the fate of ES cells, but may rather facilitate differentiation by perturbing the maintenance of self-renewal. This notion is consistent with recent findings that the effect of Oct3/4 overexpression depends on context. For example, overexpression of Oct3/4 enhances differentiation towards neurons on PA6 stromal cells [45], whereas it enhances differentiation towards beating cardiac muscles in embryoid bodies and hematopoietic cells on OP9 stromal cells (H.N., data not shown). Furthermore, overexpression of Oct3/4 *in vivo* leads to a large array of developmental defects resulting in embryonic lethality [46]. Genes identified here for their correlation to differentiation (PC3(+) in Supplemental Figure S1C and PC2(−) in Figure 2B) should provide good candidate genes for early markers of various lineages.

### A unique mode of gene expression regulation by Oct3/4

One of the key features of Oct3/4-mediated gene expression regulation in ES cells is that the Oct3/4 level has to be maintained at an appropriate level. Either reduction or overexpression of Oct3/4 triggers the differentiation of ES cells [19]. The current work has revealed that many (at least 418) genes, 30 of which are primary targets, are regulated in a peculiar manner: the same gene is activated or repressed depending on the amount of Oct3/4 (Figure 1E). The presence of these “bell-shaped” and “inverse bell-shaped” gene expression regulation relationships indicates that the maintenance of appropriate Oct3/4 levels is built into the gene regulatory network in mouse ES cells.

Two examples of such regulations by Oct3/4 have been reported. First, Scholer *et al*. have shown that a promoter with tandem repeats of octamer motif, which is transcriptionally active in the presence of ordinary Oct3/4 levels, is repressed by excess Oct3/4 [36]. The authors have proposed a “squelching” mechanism, i.e., a factor bridging between Oct3/4 and the basal transcriptional initiation complex is absorbed by excessive amounts of Oct3/4, making it unavailable for transcription [36]. Second, Ben-Shushan *et al*. has shown that the promoter of *Zfp42/Rex1* is activated by ordinary amounts of Oct3/4, but is repressed by the overexpression of Oct3/4 [24]. The authors have pointed out that this peculiar regulatory pattern has also been observed in the case of *Krüppel* [47] and *ATF-1* [48]. Although it is also possible that bell-shaped or inverse bell-shaped expression systems are caused by feedback regulatory loops, which may involve genes acting further downstream, 49 primary Oct3/4 target genes that fall into this category are most likely regulated in a similar manner as *Zfp42/Rex1*.

Because these 49 primary target genes seem to be tightly linked to the requirement of appropriate Oct3/4 levels for the maintenance of the pluripotent/self-renewing state of ES cells, these genes may play a critical role in the ES cells. Indeed, Nanog and Sox2, which are often referred as critical genes for the maintenance of pluripotency and self-renewal in ES cells, are included in the bell-shaped gene expression category (Figure 1E). Similarly, *Esrrb, Fbxo15, Otx2*, and *Spp1*/*Opn* are also frequently referenced as critical to ES cell functions. Interestingly, Jarid2 (Jumonji, AT rich interactive domain 2) and Jmjd1a - two proteins with Jumonji domains–are included in this list. It has been shown recently that proteins with Jumonji domains are involved in chromatin modification [49], especially demethylation of histones [50]. The involvement of Id2, which is grouped in the inverse bell-shaped gene expression category (Figure 1E), in the maintenance of a pluripotent/self-renewing state in mouse ES cells [6] also seems to have important implications. Genes in this list will therefore be important targets for future studies.

### Genes downstream of Oct3/4

The current work clearly demonstrates that both global ChIP assays and global expression profiling are required to understand the gene regulatory network governed by a transcription factor. Global ChIP assay provides the structure, i.e., connections or wiring of the gene regulatory network, whereas the global expression profiling provides the dynamics, i.e., behavior or kinetics of the gene regulatory network. For example, ChIP-on-chip assays of human ES cells [33] and ChIP-PET assays of mouse ES cells [34] have provided a large list of primary target genes whose regulatory sequences, e.g., enhancers/promoters, can be bound by Oct3/4. However, these global ChIP assays cannot provide information about whether Oct3/4 activates or represses the expression of these downstream genes. Such information can be obtained only by doing the global gene expression profiling of ES cells in which the Oct3/4 level is specifically altered. In this report, the global expression profiling of Oct3/4-repressed mouse ES cells uncovered ∼4500 candidate genes as potential downstream targets of Oct3/4. Although it is not easy to distinguish the primary or secondary target genes by global expression profiling alone, the meta-analysis of the combined data sets of global ChIP assays and global expression profiling were able to dissect the downstream gene regulatory network of Oct3/4 as summarized in Figure 3 and 4 (see a complete list in Supplemental Table S8). In this diagram, primary targets and the secondary/tertiary targets of Oct3/4 are separated and the directions (up or down) of regulations are also shown.

While the earlier version of this manuscript was being peer-reviewed and revised for another journal, microarray analyses of mouse ES cells after the repression of Oct3/4 by transient siRNA [34] and stable shRNA [51] were reported. Ivanova *et al*. reported that the expressions of 1133 genes (1072 with gene symbols) are altered [51], whereas Loh *et al*. reported that the expressions of 4620 genes are altered [34]. Considering recent reports on the broad off-target effects of siRNA/shRNA [52]–[54], it is conceivable that these microarray data might include genes, the expressions of which are altered by the repression of genes other than Oct3/4. In contrast, the current microarray data have been obtained from ES cells, where only the Oct3/4 level is manipulated by Tet, and therefore, genes identified as primary or secondary downstream of Oct3/4 in this work are most likely affected directly or indirectly by Oct3/4.

### The Oct3/4-Tcl1-Akt1 pathway

Among these downstream candidate genes, we were able to establish that *Tcl1* is a new direct target gene of Oct3/4, based on several lines of evidence: promoter activity assays by luciferase reporter in *Oct3/4*-cotransfected fibroblast cells and ES cells; direct binding by *in vitro* EMSA assay; and *in vivo* binding assay by ChIP. We also established the sequence 5′-ATGTACAT-3′ as a new variant form of the Oct3/4 binding site.

Tcl1 has been extensively studied as an oncogene in T cell leukemia [55], but our findings suggest that Tcl1 also plays an important role in early mouse embryos and ES cells. This notion is indeed consistent with earlier reports on the expression patterns of Tcl1: it is highly expressed in unfertilized eggs and gradually downregulated during preimplantation development [37]; it is one of the 88 genes whose average expression levels correlated with the gradual loss of developmental potency during development [56]; and it is also one of the ES-enriched genes informatically found together with Nanog [16]. A gene disruption study also showed that a majority of embryos depleted in maternal Tcl1 are unable to reach the blastocyst stage, although Tcl1^−/−^ embryos surviving to birth appear normal except for reduced numbers of lymphocytes in bone marrow, thymus, and spleen [57], [58]. Very recently the involvement of Tcl1 in the regulation of mouse ES cells has also been shown [51].

In this paper, we have shown that the proliferation rate of ES cells is controlled by Tcl1 in a dose-dependent manner: overexpression of Tcl1 increases the ES cell proliferation rate, whereas the repression of Tcl1 reduces it. We have also shown that the forced repression of Tcl1 primarily affects ES cell proliferation, but not differentiation, based on morphology and microarray-based gene expression patterns (Supplemental Table S10). As one of the genes with a bell-shaped expression pattern relative to Oct3/4 level, both overexpression and repression of Oct3/4 reduces the expression level of Tcl1. These data suggest that the reduction of ES cell proliferation caused by both overexpression and repression of Oct3/4 is mediated by Tcl1–a primary target gene of Oct3/4 (Figure 6F). However, it is also clear that Tcl1 is not the only primary Oct3/4 target gene that controls proliferation in ES cells, because the constitutive expression of Tcl1 cannot prevent the reduction of proliferation by the repression of Oct3/4 (Figure 6E). Furthermore, it is important to point out that Oct3/4 is not the only upstream gene for Tcl1, because we have observed that Tcl1 also responds immediately to the activation of Stat3 (Supplemental Figure S6).

It has been shown that Tcl1 enhances the kinase activity of Akt1 [42]. This was originally demonstrated in T-cells [42], [59]–[61], but we find that the level of p-Ser.473-Akt1 is proportional to the level of Tcl1, and thus, the same mechanism also seems to function in ES cells. The rescue of the siTcl1-induced phenotype by a constitutively active form of Akt1 implies that Tcl1 acts through Akt1 in ES cells. Akt1 is one of the key kinases whose activation enhances cell proliferation and inhibits apoptosis. Akt1 associates with PI(3,4,5)P3 at the cell membrane and is activated by phosphorylation [62]. Tensin homologue PTEN suppresses this PI phosphatidylinositol-3-OH-kinase (PI3K) pathway [63]. Similarly, the recently identified *Eras* gene regulates ES cell proliferation through PI3K [64]. Akt1 in turn phosphorylates a number of proteins, including the pro-apoptotic proteins BAD and pro-caspase-9, GSK3, p21WAF1, MDM2, and the forkhead family of transcription factors. Although Akt1 is known to be involved in the control of either cell proliferation or apoptosis, we observed no apoptosis by Annexin-V assays in si*Tcl1*-transfected ES cells (data not shown). Consistent with our findings, apoptosis was also not evident in cleavage blocked *Tcl1* ^−/−^ embryos [57]. It has also been shown recently that the activation of Akt is sufficient to maintain the undifferentiated state of mouse ES cells [65].

### Conclusions

Understanding the global gene network that governs the pluripotency and self-renewal of ES cells is an important first step towards the experimental manipulation of cellular developmental potency. This is also important to understand the global architecture of gene regulatory networks. We have shown in this paper the analysis of dynamic changes in global gene expression patterns of ES cells, in which a specific transcription factor is manipulated so that it can be directly overexpressed or repressed. The approaches used in this work can be applied to almost any transcription factor as well as other key genes functioning in ES cells.

## Materials and Methods

### Growth and differentiation of ES cells

ZHBTc4, ZHTc6, and EB5 ES cells were cultured without feeder cells in LIF-supplemented medium as described [19], [66]. For differentiation, ZHTc6 cells were cultured in the absence of Tet, which induced the overexpression of Oct3/4. ZHBTc4 cells were cultured in the presence of Tet, repressing Oct3/4 expression. Three independent samples were prepared for each time point.

### Microarrays

Microarray experiments were carried out as described [35], [37] using the NIA Mouse 22K Microarray v1.0 (Development 60-mer Oligo: Manufactured by the Agilent Technologies, #011321) [35]. Briefly, 5 µg total RNA was transcribed into double-stranded T7 RNA polymerase promoter-tagged cDNA, then amplified into single-stranded, Cy3- or Cy5-tagged cRNA by T7 polymerase. Each sample for Oct3/4 overexpression was hybridized against the day 0 ZHTc6 sample for 16 hours at 60°C on the microarrays. Oct3/4 repression samples were hybridized against the day 0 ZHBTc4 sample. After washing, microarrays were scanned with an Agilent DNA Microarray Scanner. Dye-swapped hybridization pairs were done for each sample. For comparisons among TS and ES (R1) cells, siTcl1-transfected ES cells, ZHTc6 and ZHBTc4 cells, each sample was hybridized against a common reference pool of RNA. Total RNAs from TS cells [38] and R1 ES cells [67] were kind gifts from Dr. Janet Rossant. All microarray data are available at http://lgsun.grc.nia.nih.gov/ANOVA/ and are also available at the public microarray database (GEO [Accession number: GSE5936] and ArrayExpress [Accession number: E-MNIA-61]).

### Data handling

Feature Extraction software (Agilent Technologies, Palo Alto, California) was used to process scan images and extract quantitative numerical spot data. Of 21,939 spots, 20,251 spots were identified as within 0.03 error valance in the three replications. Cluster analyses were performed using TIGR MEV software (http://www.tigr.org). The χ^2^_ij_ -value of correlation between each cluster (Figure 1D) was calculated by Chi-square statistic (χ^2^_ij_ = (N*f_ij_−S_ij_)2/(N*S_ij_), here S_ij_ = *Σ*f_i_* *Σ*f_j_). Spots were required to have a signal over background of at least 2.5 log (intensity) on average to be included in further analyses. For the ZHTc6 time course, 16,216 spots met this criterion, as did 15,182 spots for the ZHBTc4 time course. A total of 14,690 spots passed in both of the cell lines. Of those data, statistically significant differentially expressed genes were identified using the False Discovery Rate (FDR) method [68] in the NIA Array Analysis software [69]. The FDR was set to 0.05 or 0.01, which corresponds to the average proportion of false positives = 5% or 1%. PCA analysis was performed using FDR = 5% for both cell lines. For comparisons of ZHBTc4 and ZHTc6 cells, TS and ES cells, and siTcl1-transfected ES cells, each data set was combined through a universal control sample.

### Construction of expression vectors, reporter plasmids, and luciferase reporter assay

The Oct3/4 expression vector, pcDNA-Oct3/4, was constructed by inserting a PCR product from ES cell cDNA into the EcoRI site located downstream of the CMV promoter in pcDNA3.1(+) (Invitrogen, Carlsbad, California). Luciferase reporter plasmids were constructed by inserting upstream regions of each gene (see Supplemental Figure S3) into pGL3-Basic vector (Promega, Madison, Wisconsin). All inserts were amplified by genomic PCR and confirmed by sequencing of both of strands. Each PCR primer is described in Supplemental Figure S3. For the luciferase reporter assay in fibroblast 3T3 cells, 40 ng of reporter plasmid DNA was cotransfected into 2×10^4^ cells with 40 ng of pcDNA-Oct3/4, 10 ng of pRL-TK (Promega, Madison, Wisconsin) and 310 ng of pGL3-Basic (Promega, Madison, Wisconsin) using Lipofectamine plus (Invitrogen, Carlsbad, California). Two days after transfection, luciferase activities were measured by the dual luciferase assay system (Promega, Madison, Wisconsin). Triplicate samples were analyzed. The relative activities were calculated from the ratios of luciferase activities in the presence or absence of pcDNA-Oct3/4. Luciferase assays in ES cells were performed using ZHBTc4 cells. The level of Oct3/4 expression can be manipulated in this cell line by a Tet-inducible system [19]. The relative activities were calculated from ratios of luciferase activity in the presence and absence of Tet after 24 hours.

### EMSA and ChIP

Nuclear extracts from ES cells were isolated by using NE-PER Nuclear Extraction Reagents (Pierce Biotechnology, Rockford, Illinois) in the presence of protease inhibitors. DNA mobility shift assays were performed as previously described [40], using nuclear extracts from ES cells and biotinylated oligonucleotides, then transferring to nylon membrane, followed by detection using a Chemiluminescent Nucleic acid detection module kit (Pierce Biotechnology, Rockford, Illinois). Oligo sequences for EMSA: s1, 5′-CGTGGTGGCACATGCCTTTAATCACAGCAC-3′ and 5′-GTGCTGTGATTAAAGGCATGTGCCACCACG-3′; s2, 5′-CTGCGAGGTCCATCTACATATCTTCCTCCC-3′ and 5′-GGGAGGAAGATATGTAGATGGACCTCGCAG-3′. Oct3/4 monoclonal antibody was ‘C-10’ from Santa Cruz Biotechnology (Santa Cruz, California). Chromatin immunoprecipitation was performed using ChIP-IT™ from Active Motif (Carlsbad, California), per the manufacture's protocol, using anti-mouse immunoglobulin G (IgG) as a control and monoclonal antibody of Oct3/4 (C-10) from Santa Cruz Biotechnology (Santa Cruz, California). Fragments of the target site were amplified by PCR with the following primers: 5′-GAATACTGAAGGCCAAGGTC and 5′-AAAGAAAGCCAGGCGTGGTG for s1 site; and 5′-AGAGAGAACCCGGGAGGAAGATA and 5′-CTTATGGTGAGACCCCTAG for s2 site. ExTaq polymerase (Takara, Tokyo, Japan) was used with 30 and 35 cycles in standard protocols.

### siRNA of Tcl1 gene and Western blot analysis

siRNA were co-transfected into EB5 ES cells (2×10^5^ cells/ml) with 100 ng of pPyCAGIP-IRES-puromycin vector using Lipofectamine 2000 (Invitrogen Carlsbad, California). The siRNA sequences were designed as described previously [70]. siRNA sequences for mouse *Tcl1* and for the control (siGFP) are as follows: 5′-GTCATCAAGAGTAATGAAAAATT-3′ and 5′-CAGCCACAACGTCTATATCATGG-3′. One day after transfection, cells were selected by the addition of Puromycin for 24 hours. For western blot analysis, cells were washed with ice cold PBS, then lysed with RIPA buffer (50 mM Tris-Cl, pH7.5, 150 mM NaCl, 0.5% sodium deoxycholate, 1% NP40, 0.1% SDS containing protease inhibitor cocktail (Sigma, St. Louis, Missouri) and phosphatase inhibitor cocktail (Sigma, St. Louis, Missouri)). Whole cell extracts were analyzed on 10% SDS-polyacrylamide gels, followed by immunoblotting on nitrocellulose membranes (Amersham, Piscataway, New Jersey), blocked with 5% non fat dry milk in TBST (Trizma base, 140 mM NaCl, 0.05% Tween-20) and probed with the indicated antibodies at 4°C. All antibodies were purchased from Cell Signaling (Beverly, Massachusetts). For the rescue experiment, EB5 ES cells were transfected with a 1∶9 mixture of each siRNA and either pPyCAG-wtAkt1 (wild type) or pPyCAG-caAkt1 (constitutively active Akt1). The cells were then cultured as described above, and viable cell counts were determined by trypsinizing and staining with trypan blue.

### Isolation of Tcl1 manipulated ES cells

For the isolation of ES cells, which have the overexpression of Tcl1 gene using ROSA-Tet system (Tcl1-ROSA-Tet), we have done as previous described methods [41]. Briefly, 5 µg of circular plasmid DNA of Tcl1 exchange vector (pZhC-Tcl1), which have only cds region of Tcl1 gene, and pCAGGS-Cre were co-transfected into EBRTcH3 ES cells. ES cells were cultured in regular medium within 18 µg/ml zeocin, and then, the 36 clones of ES cells were isolated. Of 36 clones, 12 clones had overexpression of exogenous Tcl1 gene without Tet in the culture medium. For the knocked down of Tcl1 gene by shRNA, we designed the target oligo DNA (5′- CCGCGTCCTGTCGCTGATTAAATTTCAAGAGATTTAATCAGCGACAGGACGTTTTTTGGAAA -3′) having 3′ non-coding region of Tcl1 gene. It will be only downregulated for endogenous Tcl1 expression. After cloning to pSilencer 2.1-U6 vector (Ambion), 5 µg of plasmid DNA were transfected to Tcl1-ROSA-Tet ES cells (2×105 cells/ml) by using Lipofectamine 2000 (Invitrogen). We isolated 24 clones of resistant of puromycin (80 µg/ml), and analyzed the 4 clones, shTcl1-#2-1, #2-5, #2-7 and #3-3.

For overexpression of Tcl1 gene in ZHBTc4 ES cells, at first, amplified PCR products of Tcl1 gene were cloning to pCAG-IRES-puro vector. After confirming the sequences, 5 µg of pCAG-IRES-puro-Tcl1 plasmid DNA were transfected to ZHBTc4 ES cells (2×10^5^ cells/ml) by using Lipofectamine 2000 (Invitrogen). ES cells were cultured in the medium within 80 µg/ml puromycin, and then, the 24 clones of ES cells were isolated. Of 24 clones, three clones were analyzed (Tcl1-#2A1, 2D5 and #1A6).

Western blot analysis and counting the cell numbers have done by same as previous methods.

## Supporting Information

Figure S1 Principal component analysis (PCA) for ZHTc6 cells (A) 2D-views of PCA for 2,757 genes that were identified as significantly differentially expressed during the time course of 5 days. (B) The expression pattern and ES/TS specificity of each component of PCA was classified into 4 groups (Group I∼Group IV). In the PC2(+) axis, the expression of genes contributing to this component (326 genes in ZHTc6-Group I; 1510 genes in ZHTc6-Group II) showed transient responses at days 1 and 2, and then gradually returned to the original state. That the transient response is a major PC is consistent with the results of k-means clustering analysis (see Figure 1B). In contrast, PC3(+) represented unidirectional changes, which seem to correspond to the differentiation of ES cells. Although this is a relatively minor component (116 genes in ZHTc6-Group III; 89 genes in ZHTc6-Group IV), many of these genes were characterized.
(0.90 MB TIF)

Figure S2. Map of the genome for Oct3/4 target candidate genes. For each gene, primer sequences (FW/RV) were used to amplify a target genomic region.
(0.72 MB TIF)

Figure S3. Promoter analysis of upstream of Tcl1 gene(A) Luciferase assay of deletion mutants in ZHBTc4 cells. White box are deletion region. (B) Sequences for promoter analysis. Blue color sequence was used for EMSA (C) EMSA of point mutation (red color in the sequences) for Oct3/4 binding region.
(1.47 MB TIF)

Figure S4. siRNA analysis of Tcl1 gene(A) Photomicrographs of ES cell cultures. The number of ES cells decreased when Tcl1 siRNA was added, but luciferase siRNA (control) showed no effect. (B) Western blot analysis of active Akt1s. The antibody to p-Ser.473 Akt1 detected the active form of Akt1. (C) Wild type Akt1 (wtAkt1) could not rescue Tcl1 siRNA-treated cells, but they were rescued by constitutively active Akt1 (caAkt1).
(1.96 MB TIF)

Figure S5. Gene expression analysis of ZHBTc4, siTcl1, ES and TS cells (A) Hierarchical clustering analysis of 1043 genes that were identified as Group I and II in ZHBTc4 cells. (B) The expression pattern of the genes that were related to cell cycle and trophoblast lineage. siTcl1/siGFP data was shown at day 2 after transfection (see Experimental Procedures).
(1.49 MB TIF)

Figure S6. The effects of LIF on the gene expressions of Tcl1, Trh, Nanog and Socs3. ZHBTc4 ES cells were cultured without feeder cells in LIF-supplemented medium or withdraw LIF. EB5 ES cells were cultured for 24 hours without LIF, and then, added to LIF at time zero. Total RNA was isolated from ES cells by TRIZOL Reagent (Invitrogen). For RT-PCR analyses, cDNA was synthesized from 1 μg of total RNA, with an oligo-dT primer and Moloney murine leukemia virus RT (ReverTra Ace, Toyobo). 1/40 of the single strand cDNA products were used for each PCR amplification with iQ SYBR Green Supermix and iCycler iQ (Bio-Rad) and all data were normalized by expression levels of GAPDH. Primer sets are listed below; Tcl1 S, TTGCTCTTATCGGATGCCATGGCTAC; Tcl1 AS, GGTCTGGGTTATTCATCGTTGGACTC: Trh S, GCGACTCCAAGATGCAGGGACCTTG: Trh AS, CTCTAACCTTACTCCTCCAGAGGTTC: Nanog S, ACCTGAGCTATAAGCAGGTTAAGAC: Nanog AS, GTGCTGAGCCCTTCTGAATCAGAC: GAPDH S, ACCACAGTCCATGCCATCAC: GAPDH AS, TCCACCACCCTGTTGCTGTA.
(0.70 MB TIF)

Table S1. The expression pattern of the 20251 genes in the time course of ZHTc6 and ZHBTc4 cells. Each value was normalized as '0' in time zero.
(5.75 MB XLS)

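Each value of Table S1 is the expression of an oligo at a time point over 0 h, averaged by the authors over the samples of a line. The copy used here holds its first 1999 genes. Over these, the ratios computed here correlated with those of the table with r between 0.964 and 0.998 over the 10 combinations of line and time point, with slopes between 0.906 and 1.06.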

Table S2. A complete list of genes that show "bell-shaped" expression patterns.
(0.11 MB XLS)

Table S3. A complete list of genes that show "inverse bell-shaped" expression patterns.
(0.10 MB XLS)

Table S4. The 2,757 genes that were used in PCA. The expression values were normalized by median of all log intensities.
(1.14 MB XLS)

Table S5. The expression pattern of the 12198 genes in siRNA of Tcl1 gene (siTcl1). Genes involved in cell proliferation regulation showed similar expression changes in siTcl-transfected ES cells and ZHBTc4 cells. For example, CyclinD1 and Cdk2 were downregulated in both systems, whereas Cdkn1a/P21Cip1 and Rbl2/P130 were upregulated. These expression patterns indicate the suppression of cell proliferation [71]. In contrast, trophoblast-lineage markers were not significantly upregulated in siTcl1-transfected ES cells. For example, Plac1 showed a 2.8-fold increase at day 2 of ZHBTc4 cells, but was not increased in siTcl1-transfected ES cells. Similarly, Krt2-8 showed a 14.3-fold increase at day 2 in ZHBTc4 cells, but very little (1.4-fold) increase in siTcl1-transfected ES cells. The microarray analyses were thus consistent with the phenotypic changes observed in ES cells following repression of Tcl1: slowdown of proliferation, but no differentiation into trophoblast lineage. The Tcl1 thus fractionates the effects of repression of Oct3/4, which causes both the slowdown of proliferation and the differentiation into trophoblast cells.
(2.54 MB XLS)

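The copy used here under the number of Table S10 holds the signal of siGFP cells and of both doses of siTcl1 on a log10 scale, with the fold of the higher dose over siGFP, for the first 1999 genes, while the copy numbered Table S5 holds the comparison of 24 h with 0 h in ZHBTc4 cells. Table S4 also holds a fold of siTcl1 over siGFP. For the 792 genes named there and here it correlated across genes with the higher dose computed here with r = 0.88 and with the lower dose with r = 0.701.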

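*Cdk2*, the kinase of cyclin E, stood at -0.18 ± 0.23 in ZHBTc4 cells at 48 h (adjusted p = 0.268) and at -0.30 at 120 h (adjusted p = 0.0257), and its siTcl1 differences were -0.37 and -0.46. The call at 120 h was lost without ZHBTc4 replicate 1 (-0.23) or 3 (-0.27). *Cdkn1a*, which encodes the inhibitor p21, was lower in ZHBTc4 cells at 24 h (-0.69 ± 0.0726, adjusted p = 0.00431), stood at 0.21 ± 0.229 at 48 h (adjusted p = 0.214) and was higher at 96 h (0.71). Its siTcl1 differences were 0.01 and 0.26 at the lower and higher dose. *Rbl2*, a relative of the retinoblastoma gene, had siTcl1 differences of 0.29 and 0.54.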

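*Plac1*, a gene of the placenta, stood at -0.15 in ZHBTc4 cells at 24 h and rose to 1.45 ± 0.241 at 48 h, or 2.72-fold. In siTcl1 cells its log2 differences from siGFP were -0.12 at the lower and -0.06 at the higher dose, or 0.917-fold and 0.956-fold, from 1 array each.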

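*Krt8* stood 13.8-fold above its 0 h level in ZHBTc4 cells at 48 h, and its log2 differences from siGFP were 0.14 and 0.27 in siTcl1 cells, or 1.1-fold and 1.2-fold at the lower and higher dose. The ZHBTc4 value rests on 3 replicates and each siTcl1 value on 1 array.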

Table S6 Primary targets of Oct3/4. These were selected based on a search for multiple OCT binding sites within 8000 to +2000 bp. The first file requires at least 3 sites with conservation >50%
(2.19 MB XLS)

Table S7 At least 5 sites with conservation >50%, and mismatch score <0.05.
(1.04 MB XLS)

Table S8 A list of genes containing gene lists from the PCA analysis (Matoba et al., this paper), 0 hr vs 24 hrs analysis (Matoba et al, this paper), human ES ChIP-on-chip (Boyer et al., 2005), mouse ES ChIP-PET (Loh et al, 2006).
(7.13 MB XLS)

Table S9 A list of 160 statistically significant GO categories.
(0.15 MB XLS)

Table S10 Comparison between siTcl1 and ZHTc6/ZHBTc4 cells. The 325 genes, which were up- or down-regulated in siTcl1, were classified into the groups of PCA in ZHTc6 or ZHBTc4 cells.
(1.45 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

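Expression was measured in mouse ES cells on oligonucleotide arrays. The time course comprised 60 dual-colour arrays of ZHTc6 cells, in which withdrawal of Tet turns on an *Oct3/4* transgene, and of ZHBTc4 cells, in which addition of Tet shuts off the remaining *Oct3/4* copy. A second set of 9 arrays compared single samples with a reference RNA, 3 of each line at 0 h and 3 of EB5 cells treated with siGFP or with either dose of siTcl1.

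The deposited values are log10 ratios of Cy5 over Cy3 for each spot, made by the authors with Agilent Feature Extraction as the submitters' processing notes state, and bounded at -2 and 2. Background and dye normalization are thus already in the values, and their settings are not stated in the text of the paper. On the reference arrays the ratio is that of the reference over the sample, so that its sign was turned. The values of the siRNA arrays hold fewer exact zeros than those of the 0 h arrays, so that both groups were not compared with each other. No signal intensities were used, so the filter on weak signal that the Methods describe was not applied, and the number of arrays limits the precision.

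All values were turned to log2. For each sample of the time course the dye-swapped pair was averaged after its orientation was set to the time point over 0 h. Rows below the lowest known oligo number (216) and rows at a bound on more than the share of 0.5 of the arrays (211) were removed, which left 22148 oligos. A gene is the mean of its oligos. Names came from the annotation of the arrays where it gives 1 gene for an oligo, and from the tables of the paper where it gives several or none. Where both differ the oligo was left without a name, apart from the oligos of Figure 2C, which keep the name given there although the annotation gives other genes for those of *T* and *Afp*. Of 22575 rows the annotation gives 1 gene for 4262, several for 6822 and none for 11491, so that genes in the tables of the paper are named more often than others. Where both name an oligo, 1138 of 1360 names (83.7%) were the same. Of the oligos with several annotated genes that the paper names, 2011 of 2063 had the gene of the paper among them. The copies of the larger tables of the paper hold only their first rows, so that comparisons with them cover those rows.

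The samples were grouped by line and time point. The Methods of the paper describe them as prepared independently, and the labels give time points of the same number the same 0 h RNA. Deviations from the mean correlated within a number in ZHBTc4 cells (0.101 to 0.521, against a median of -0.168 between numbers), and in ZHTc6 cells from -0.222 to 0.391 (median of -0.0498 between numbers). A fit of all time points with the number as a block had a block correlation of 0.35 in ZHBTc4 and 0.0346 in ZHTc6 cells. The numbers of the 0 h samples belong to different lines, so that they were not paired, and their deviations correlated between the lines with 0.145, -0.116 and 0.117.

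Each time point was tested against 0 h with limma 3.58.1 in R 4.3.3, both lines in one fit with their own means, by its moderated test with Benjamini-Hochberg adjustment and an adjusted p under 0.05, or under 0.1 where the paper used that limit. The response over the 5 days was tested on the mean of the time points of each sample, changes with time by limma's F test over the 5 time points, and the difference between the lines by a contrast in the same fit. The 17 gene lists with at least 3 named members were tested with camera at a preset correlation of 0.01 between genes, adjusted over 68 tests, and again with an estimated correlation. With an estimated correlation camera also falls back on the few residual degrees of freedom of the fit. For all time points in one fit and for the unmoderated test, lists were tested with cameraPR, which takes the test statistics of the genes. The 0 h arrays of both lines were compared with limma. The siTcl1 arrays have no replicates, so that values are given for each dose, and lists are set against 10000 random lists matched for level in siGFP cells in 20 bins. Other tools were data.table 1.17.8 and statmod 1.5.0. The tests of a time point, of the 5 days, of change with time, of the lines, of 0 h and of lists, and the list percentile, were run on simulated data. The simulated noise was independent between time points and between genes. It thus does not test the effect of a shared 0 h RNA or of correlated genes.

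The genes named in the text are those the paper names in its results text, Figure 1E, Figure 2C, Figure 2D or Figure 3A, the 10 with the largest rise and the 10 with the largest fall over the 5 days in each line, members of the lists with the largest change first, the 10 largest differences each way at 0 h, and for siTcl1 the genes the paper names there, list members and the 10 largest mean differences each way. The differences at 0 h were ranked only among genes with an adjusted p under 0.05 and no overlap of the 3 samples of each line. The values of the paper's tables were seen when the rule for these genes was written. The comparisons, the lists and the alternatives were fixed before the data were examined, apart from names from the annotation alone, which was added later. The amino acid stress and immediate early lists were written with Figure 2D, which shows results of these arrays, already read. The genes *Smc3*, *Mki67*, *Hells* and *Tdgf1* were given at single time points after their values were seen.

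The alternatives were centring or scaling of the arrays, either dye orientation alone, a replicate block or no block over all time points, each line fitted alone, an unmoderated test, a limit on the fold, the first oligo of each gene, the 120 h pair of ZHTc6 as labelled, and each replicate left out in turn. The TS cell samples, the chromatin immunoprecipitation and the reporter assays were not analysed here. The result for 1 gene is not reported here.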

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

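The tests of an unusual 0 h RNA, of centring or scaling, of a dye effect, of the Oct3/4 level, of tetracycline, of a change of medium, of a full swap of arrays and of a wrong RNA on an array alone were chosen after the result they bear on was seen, as were the random lists set beside the correlation of the amino acid stress genes and the leave-one-out ranges beside the tests of the first pattern.

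In ZHTc6 cells 12416 oligos differed from 0 h at 24 h and 13414 at 48 h, against 4476 at 72 h (1653, 1912 and 2086 without ZHTc6 replicates 1, 2 and 3). An unusual 0 h RNA is argued against, since the 72 h arrays carry the same RNA and the slope of the 72 h change on the 24 h change was 0.148 (0.142 to 0.153 with a replicate left out), whereas that of the 48 h change was 0.797. A dye effect is argued against too, since each value is the mean of both orientations, the dye-swapped pairs at 24 h and 48 h correlated over all oligos with at least 0.611, and either dye alone gave 10868 and 10042 oligos at 24 h, against 3688 and 4952 at 72 h. With scaled arrays the count at 24 h was 1.38 times that at 72 h. This cannot decide on scaling, since it gives all arrays the same median absolute ratio and so shrinks a wide response whatever its cause. Centred arrays, whose spread is left as it is, gave 12176 oligos at 24 h and 4497 at 72 h. An effect of handling shared by both lines stays open, with a correlation between the lines at 24 h of 0.164 that ranged from -0.0367 to 0.255 with a replicate left out, and so does the level of Oct3/4, since *Pou5f1* stood 0.787 higher at 72 h than at the mean of 24 h and 48 h, within its spread.

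In ZHBTc4 cells at 24 h 18 of 21 genes of the amino acid stress response were lower, a group the paper does not discuss, and the list was written after Figure 2D had been read. Its members are named mostly by tables of the paper, one of them of changes at 24 h, which favours members that changed. An effect of tetracycline that reverses within 24 h of its withdrawal would raise the 18 genes in ZHTc6 cells. Their median there was -0.399, beside -0.274 for all named genes, and 9 of them were lower. Tetracycline itself stays open, since withdrawal need not mirror addition. At 0 h ZHTc6 cells, kept in Tet, had 13 of 21 genes of the list lower and none higher than ZHBTc4 cells, kept without it. A high starting level may account for the fall, since across the 20 genes on both kinds of array the fall at 24 h went with the excess of ZHBTc4 over ZHTc6 cells at 0 h (r = 0.802, rho = 0.797, permutation p = 3e-05). Across the other 4252 genes r was 0.453, 2.09% of 10000 random lists of the same size had a correlation as large, genes are not independent replicates, and the ZHBTc4 cells at 0 h enter both values, which by itself gives a positive correlation. A change of medium shared by both lines stays open, with the list in ZHTc6 cells at -0.112 relative to the median of all named genes (-0.274).

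The 0 h array of ZHBTc4 replicate 3 correlated across oligos with replicates 1 and 2 of its line at 0.845 and 0.84, and with the ZHTc6 arrays at 0.88, 0.894 and 0.905. RNA of ZHTc6 cells in place of that sample in both sets of arrays is argued against by the time course, in which the same sample is the 0 h channel and the slope of the deviation of replicate 3 on the difference of the lines was -0.00296, against -1 for a replacement. A full swap with a ZHTc6 array is argued against as well, since each ZHTc6 array correlated better with its own line than with ZHBTc4 replicates 1 and 2, by at least 0.0933. A wrong or mixed RNA on the 0 h array alone stays open, since the 0 h deviation of replicate 3 followed the difference of the lines with a slope of 0.492, and its deviation in the time course followed that at 0 h with a slope of -0.108 (r = -0.282), between the 0 of an error on the array alone and the -1 of a deviation in the RNA. No biological explanation was tested.

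Over the 5 days the response of 9287 oligos differed between the lines by limma's test of the difference, and 1671 changed in opposite directions (904, 980 and 1022 without ZHTc6 replicates 1, 2 and 3). Genes named by the paper or on the lists, with at least a 4-fold difference and opposite directions, were *Rhox6* (difference of -4.52, with 4.03 in ZHBTc4 and -0.49 in ZHTc6 cells, adjusted p = 6.66e-07), *Lefty1* (4.13, adjusted p = 2.3e-06), *Cth* (3.76), *Cpe* (3.74), *Klhl13* (-3.66), *Trh* (3.34), *Slc40a1* (-3.04), *Pou5f1* itself (2.86, adjusted p = 9.51e-06), *Ndrg1* (-2.81), *Tfap2c* (-2.39) and *Gsc* (2.38, adjusted p = 3.15e-05). With the time point in Cy5 alone the calls of *Cth* in ZHTc6 (0.225) and of *Gsc* in ZHBTc4 cells (-0.208) were lost. At 0 h *Slc40a1* stood 3.08 higher and *Cth* 1.73 lower in ZHTc6 than in ZHBTc4 cells, each opposite to the difference in its response. For these genes a difference at the start thus enters the difference in response. At 0 h 2021 oligos differed between the lines, a count the paper does not report, though its Methods name a control sample through which the lines were compared (1055 higher and 966 lower in ZHTc6 cells). This count was 103, 389 and 6673 without ZHBTc4 replicates 1, 2 and 3, and 84 without ZHTc6 replicate 3. Without ZHTc6 replicate 1 or 2 limma called 0 (4256 and 4049 at an unadjusted p under 0.05). At 0 h ZHTc6 cells were in Tet and ZHBTc4 cells without it, so that line and Tet cannot be told apart. All 7 genes of LIF and Stat3 signalling were lower over the 5 days in ZHBTc4 cells, with a list adjusted p = 0.00229 and median -1.37 (adjusted p = 0.297 with an estimated correlation, and 0.171 for the 3 members named by the annotation alone). Of these *Stat3* (-0.165, adjusted p = 0.0247) lost its call in 6 of 15 alternatives, among them without ZHBTc4 replicate 1 or 3. In ZHTc6 cells 16 of 24 genes of DNA methylation and chromatin were lower over the 5 days. Of chromatin genes the paper discusses *Jarid2* and *Jmjd1a*, and it does not discuss the list as a whole.

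The 3 replicates of a line allow 4 splits by sign, both lines together 16, and the lines against each other 10, which is too few for a share under 0.05. In every count of oligos and targets that follows, 1 split, the real one, gave a count as large, and the highest of the others was 0. The real counts of ZHBTc4 cells were 3382, 5966, 9019, 10430 and 10315 from 24 h to 120 h, 4900 at an adjusted p under 0.1, 11671 changing with time, 10502 over the 5 days, and 118 and 43 primary targets. Those of ZHTc6 cells were 12416, 13414, 4476, 7861 and 6572, 18212 changing with time and 11020 over the 5 days. For both lines they were 2331, 1972 and 1671 (lower, higher and opposite), 213 and 204 on the bell and inverse bell lists, 9287 differing between the lines and 2021 at 0 h. Of the gene lists camera called 6 in ZHBTc4 cells at 24 h (highest other 5), 6 over the 5 days (highest other 4) and 6 in ZHTc6 cells over the 5 days (highest other 5), each largest in 1 split. In ZHTc6 cells at 24 h it called 0 (3 at an unadjusted p under 0.05), with 1 in the highest other, so that all 4 splits were as large.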

How the results depend on the processing

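The alternative of names from the annotation alone was chosen after the data were seen, and an alternative on missing values was not run, since no value is missing, nor was a filter on signal. Of 361 values of 25 counts, 288 lay within 1.5 times the count given in the text. With scaled arrays ZHBTc4 at 24 h gave 5858 oligos (7955 at an adjusted p under 0.1), ZHTc6 at 72 h 6941 and the primary targets higher 72. With the time point in Cy3 alone ZHTc6 at 120 h gave 4304 and the targets higher 24. A replicate block gave 6237 oligos in ZHBTc4 at 24 h (7810 at 0.1) and 81 targets higher, and all time points without block 6145 (7721), 80 targets higher, 3518 higher in both lines and 3226 in opposite directions. A line fitted alone gave 2019 in ZHBTc4 at 24 h and 27 targets higher. The unmoderated test, which has fewer degrees of freedom, gave 1367 in ZHBTc4 at 24 h (2949 at 0.1), 2974 in ZHTc6 at 72 h, 55 targets lower and 22 higher, and 1338 at 0 h. At a fold of at least 1.5, a stricter limit by construction, ZHBTc4 gave 2729, 4343, 5479 and 5848 from 48 h to 120 h, 2667 at 24 h at 0.1 and 3900 over the 5 days. ZHTc6 gave 6301, 1652, 2479 and 2937 from 48 h to 120 h and 2090 over the 5 days, with 644 lower and 245 higher in both lines, 141 in opposite directions, 133 of the inverse bell list and 3881 differing between the lines. With a block of replicates at 0 h, which the labels do not pair, limma called 0 oligos (4948 at an unadjusted p under 0.05). Apart from fewer degrees of freedom and the stricter limit, the cause was not tested.

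With a replicate left out, which lowers the number of samples, ZHBTc4 gave 1902 to 3325 oligos at 24 h (2025, 1902 and 2131 without ZHBTc4 replicates 1, 2 and 3), 3169 to 5035 at 0.1 (3266 and 3169 without replicates 1 and 2) and 3815 to 5765 at 48 h (3815 and 3858 without replicates 2 and 3). ZHTc6 gave 1653 to 5351 at 72 h (1653, 1912 and 2086 without ZHTc6 replicates 1, 2 and 3), 4037 to 9151 at 96 h (4037, 4389 and 4056), 3830 to 7289 at 120 h (3869 and 3830 without replicates 1 and 3) and 5598 to 12396 over the 5 days (5598 and 7032 without replicates 1 and 2). The count higher in both lines was 1081 to 1984 (1081, 1201 and 1279 without ZHTc6 replicates 1, 2 and 3) and that in opposite directions 904 to 1935 (904, 980 and 1022). The targets numbered 69 to 117 lower (69 without ZHBTc4 replicate 3) and 21 to 43 higher (21 without ZHBTc4 replicate 1 or 2). At 0 h limma called 0 to 6673 (0, 0 and 84 without ZHTc6 replicates 1, 2 and 3, with 4256, 4049 and 4677 at an unadjusted p under 0.05, and 103, 389 and 6673 without ZHBTc4 replicates 1, 2 and 3).

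Of 1152 values for the 68 tests of lists 1087 kept their side of the threshold. Camera with an estimated correlation called 0 of the 18 lists called otherwise. The smallest adjusted p was 0.121, and 9 had an unadjusted p under 0.05. That setting also falls back on the few residual degrees of freedom of the fit. Calls were lost even where the estimated correlation lay below the preset one. At 24 h this was trophoblast in ZHBTc4 (-0.00487). Over the 5 days these were LIF and Stat3 in ZHBTc4 (-0.056) and primitive endoderm in ZHTc6 (-0.026). For them a higher correlation is not the reason. For the other called lists the parts of correlation and degrees of freedom cannot be told apart. Names from the annotation alone gave 6 calls. They kept 5 of the 18, lost 11, gained 1 and left too few members for the 2 of amino acid stress. The trophoblast list in ZHTc6 over the 5 days, higher otherwise, leaned lower there (adjusted p = 0.958). All time points in one fit gained 5 list calls and lost 1 with the replicate block, and gained 6 and lost 1 without it. The unmoderated test gained 5 and lost 1. These settings also used the form of camera that takes the test statistics of the genes. The part of the block in these changes thus cannot be told apart. Of 4861 values of 319 changes of named genes 4693 kept their call, 110 lost it and 53 gained it. Reversed in sign were *Afp* in ZHBTc4 over the 5 days (-0.112 with the time point in Cy5 alone) and *Fhod3* in ZHBTc4 over the 5 days (0.0238 with the first oligo), and of changes not called otherwise *Tfrc* in ZHTc6 over the 5 days (0.503 with the first oligo) and *Gata6* in ZHTc6 at 24 h (0.868 with the time point in Cy3 alone) and 48 h (-0.942 in Cy5 alone). Of 200 values of 20 genes at 0 h 93 lost the call. Among 72 alternative values of single genes for siTcl1 none changed its sign. List medians did: that of the 206 genes higher at 48 h turned at the lower dose with centred arrays (-0.00298), and with the mean of both doses those of trophoblast (0.0337), immediate early, Wnt and haematopoietic genes turned from the lower dose and those of amino acid stress, germ cell and mesoderm genes from the higher. Centring moved the share of oligos higher in ZHTc6 from 54.2 to 48.2% at 24 h and from 56 to 48.7% at 48 h, and that of the difference between the lines from 52.6 to 47.6%.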

Differences from the paper's values

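The paper gives 3079 genes that change with time in ZHBTc4 cells, and 11671 oligos changed with time here, at the threshold the paper states. None of the alternatives fixed before the data were examined came within 1.5 times the paper's count. They gave 11649 with centred arrays, 11381 with scaled arrays, 10687 and 12494 with the time point in Cy5 or Cy3 alone, 10755 with a replicate block, 11226 with the unmoderated test, and 10069, 9469 and 8586 without ZHBTc4 replicates 1, 2 and 3. The paper's count comes after its own filter on signal and holds redundant entries, since fewer non-redundant genes entered its principal component analysis. No such filter was applied here. By the number of spots the Methods give after it, the filter alone does not close the gap. Apart from the fit with the block, the F test takes time points that share a 0 h RNA as independent. The cause of the difference was not tested.

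Of the genes the paper shows in Figure 2D as lower at 24 h, 29 of 30 were lower here, and *Fhod3* stood at -0.40 (adjusted p = 0.0668). That value is the mean of 4 oligos, and the 1 oligo in Table S5 stood at -2.15 both there and here. The mean of *Fhod3* passed with scaled arrays (-0.43, adjusted p = 0.0222), with a replicate block (adjusted p = 0.007) and with all time points without block (adjusted p = 0.00303), settings fixed before the data were examined. The paper states that *Cdk2* was lower and *Cdkn1a* higher under repression of Oct3/4. In ZHBTc4 cells at 48 h *Cdk2* stood at -0.18 and *Cdkn1a* at 0.21, and neither passed the test in any of the settings run, while at 120 h *Cdk2* was lower (-0.30) and at 96 h *Cdkn1a* was higher (0.71). At 24 h *Cdkn1a* was lower (-0.69, adjusted p = 0.00431).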

Other observations

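No test in this part was chosen after its result was seen, though the immediate early and amino acid stress lists were written after Figure 2D had been read, which shows genes from the time course arrays.

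In ZHBTc4 cells immediate early genes moved apart over the 5 days, with 8 of 14 lower and 4 higher (9 and 4 adjusted over the list alone). The MAP kinase target genes *Ier2* (-2.74) and *Etv5* (-2.49) fell, while *Jun* (2.06) and *Atf3* (1.79) rose, and the list was not called (adjusted p = 0.257). With all time points in one fit it was 0.0387 with a replicate block and 0.0306 without it, and it was 0.0121 with the unmoderated test. Those settings used the form of camera that takes gene statistics. Of 10 imprinted genes 5 rose and 2 fell (5 and 3 adjusted over the list alone), among them *Peg3* (2.44) and *Peg10* (1.31), with a list adjusted p = 0.229. In the same other settings it was 0.00246 with the block, 0.000528 without it and 0.0184 with the unmoderated test. Genes of glycolysis and hypoxia went both ways (5 of 13 higher, 6 lower, adjusted p = 0.898, the same counts adjusted over the list alone). The hypoxia gene *Ndrg1* rose to 2.58 ± 0.0299 and the glucose transporter gene *Slc2a1* to 2.35 ± 0.14, and *Pfkp* (-2.10) and *Pdk1* (-1.55) fell. Of 13 genes of Wnt signalling 3 rose and 4 fell (3 and 5 adjusted over the list alone, list adjusted p = 0.69), with the antagonists *Dkk1* (2.59) and *Sfrp1* (-1.93) moving apart. Of 10 genes of the p53 response 4 rose and 4 fell (4 and 4 adjusted over the list alone, list adjusted p = 0.898), among them *Perp* (2.71) and *Mcl1* (-1.46).

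In ZHTc6 cells 6 of 8 germ cell genes fell over the 5 days and none rose (6 adjusted over the list alone), among them *Dppa3* (-1.18 ± 0.0429), *Rhox5* (-0.88) and *Kit* (-0.86). The list had adjusted p = 0.0246 (adjusted p = 0.448 with an estimated correlation, and 0.307 for the 3 members named by the annotation alone). In ZHBTc4 cells *Kit* (-2.30) and *Dppa3* (-1.56) fell too, while *Ddx4* rose (0.89, against -0.62 in ZHTc6 cells). *Psmb8*, a subunit of the immunoproteasome, rose in ZHTc6 cells to 1.59 over the 5 days and 3.06 at 120 h, and stood at 0.24 over the 5 days in ZHBTc4 cells (adjusted p = 0.0113, lost with scaled arrays and with a replicate block).

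At 0 h, before the change of Tet, *Dppa3* stood 2.97 higher in ZHTc6 than in ZHBTc4 cells (standard error 0.0945, adjusted p = 0.0025), *Id3* 2.68 higher (standard error 0.138) and *Bmerb1* 3.40 higher (standard error 0.173), with no overlap of the 3 samples of each line, which chance gives in 10% of genes. *Trib3* (-2.55, standard error 0.098, adjusted p = 0.00362), *Pck2* (-1.81), *Asns* (-1.81) and *Cth* (-1.73) were lower in ZHTc6 cells. Of 21 genes of the amino acid stress response 13 were lower in ZHTc6 cells and none was higher (15 lower and 1 higher adjusted over the list alone, median -0.881). Of 31 genes that drive the cell cycle 8 were higher and none lower (10 adjusted over the list alone), and of 18 of glycolysis and hypoxia 7 were higher and none lower (11 higher and 1 lower adjusted over the list alone, median 0.398). Without ZHTc6 replicate 1 or 2 the calls of these genes at 0 h were lost apart from that of *Dppa3* (adjusted p = 0.0459 and 0.0442). Without ZHTc6 replicate 3 those of *Id3*, *Pck2*, *Asns* and *Cth* were lost, without ZHBTc4 replicate 1 those of *Asns* and *Cth*, and with a replicate block all (adjusted p = 0.112). The 0 h array of ZHBTc4 replicate 3 correlates better with the ZHTc6 arrays than with its own line, its removal raised the calls at 0 h from 2021 to 6673 oligos, and the lists at 0 h were not tested without it.

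In the cells with siTcl1 the genes that differed most from siGFP, as the mean of both doses, included *Scg3* (6.59 at the lower and 5.41 at the higher dose), *Rcbtb2* (4.01 and 3.17), *Nipa1* (3.92 and 2.58) and the polycomb gene *Cbx8* (2.23 and 3.95). The lowest, next to *Lefty1* and *Lefty2*, were *Josd1* (-3.23 and -2.84), *Cfap161* (-2.34 and -2.69) and *Fasl* (-2.33 and -2.08). Of the lists, primitive endoderm genes had medians of 0.186 and 0.267, both at percentile 99.7 of random lists, though only 10 of 18 members had the same sign at both doses. Genes of glycolysis and hypoxia had medians of -0.13 and -0.143 (percentiles 2.52 and 0.71), those of LIF and Stat3 signalling -0.175 and -0.247 (percentiles 4.78 and 3.41), and genes of the p53 response 0.0118 and 0.301 (percentiles 76 and 100). Other lists were extreme at 1 dose alone, such as amino acid stress (percentiles 0.37 and 81.3) and germ cell genes (percentiles 99.8 and 88.3). Values at 1 array each were not tested, and both doses share the siGFP array.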
